# *Borrelia burgdorferi* initiates early transcriptional re-programming in macrophages that supports long-term suppression of inflammation

**DOI:** 10.1371/journal.ppat.1011886

**Published:** 2023-12-29

**Authors:** Tanja Petnicki-Ocwieja, Julie E. McCarthy, Urmila Powale, P. Kent Langston, Jennifer D. Helble, Linden T. Hu

## Abstract

*Borrelia burgdorferi (Bb)*, the causative agent of Lyme disease, establishes a long-term infection and leads to disease manifestations that are the result of host immune responses to the pathogen. Inflammatory manifestations resolve spontaneously despite continued bacterial presence, suggesting inflammatory cells become less responsive over time. This is mimicked by *in vitro* repeated stimulations, resulting in tolerance, a phenotypic subset of innate immune memory. We performed comparative transcriptional analysis of macrophages in acute and memory states and identified sets of Tolerized, Hyper-Induced, Secondary-Induced and Hyper-Suppressed genes resulting from memory induction, revealing previously unexplored networks of genes affected by cellular re-programming. Tolerized gene families included inflammatory mediators and interferon related genes as would be predicted by the attenuation of inflammation over time. To better understand how cells mediate inflammatory hypo-responsiveness, we focused on genes that could mediate maintenance of suppression, such as Hyper-Induced genes which are up-regulated in memory states. These genes were notably enriched in stress pathways regulated by anti-inflammatory modulators. We examined one of the most highly expressed negative regulators of immune pathways during primary stimulation, Aconitate decarboxylase 1 (Acod1), and tested its effects during *in vivo* infection with *Bb*. As predicted by our *in vitro* model, we show its inflammation-suppressive downstream effects are sustained during *in vivo* long-term infection with *Bb*, with a specific role in Lyme carditis.

## Author summary

Lyme disease, caused by the spirochete *Borrelia burgdorferi (Bb)*, is a long-term infection whose inflammatory manifestations are primarily due to an exuberant immune response to the pathogen. Although *Bb* can persist in its hosts for prolonged periods, most patients will resolve their symptoms even without antibiotic treatment. This suggests that the host has evolved methods of dampening the inflammatory response. Tolerance is a phenotypic subset of innate immune memory, a response resulting from epigenetic changes induced by a primary stimulus or during an acute infection. This transcriptional memory can be retained, affecting how a person responds during long-term infection or to subsequent infections. To better understand the gene expression changes between acute and memory states, we used an *in vitro* model of repeated stimulations and performed RNA sequencing. We identified a complex transcriptional profile network involved in the suppression of inflammatory responses and revealed novel gene expression subsets and pathways that may be important in maintenance of memory as well as gene sets responsible in the induction of memory during primary stimulation. We focused on one such gene, Acod1, a negative regulator of inflammation, and show that its anti-inflammatory effects are maintained in an animal model of *Bb* infection.

## Introduction

*Borrelia burgdorferi (Bb)* is an important human pathogen that causes almost 500,000 cases per year in the U.S. [1] *Bb* is maintained in wildlife reservoirs including small rodents and birds [2]. Once infected, the natural hosts are thought to remain infected for life. Interestingly, infection causes little to no signs of disease in its wildlife hosts despite high levels of bacteria throughout multiple tissues including skin, heart, bladder and spleens [2]. In non-native hosts like humans, infection can cause symptoms including the characteristic erythema migrans rash, carditis, meningitis and arthritis [2]. However, these symptoms can resolve even in the absence of treatment, although in some patients bacteria can still be detected months to years after the initial infection [3]. The reasons for a lack of an inflammatory response despite the presence of bacteria are not well understood.

Previous studies have suggested that the innate immune system plays a critical role in early detection and response to the bacterium. Initial *Bb* recognition occurs primarily by engagement of toll-like receptor (TLR) 2 with additional contributions by TLR5,7,8,9, nucleotide binding oligomerization domain containing (NOD) 2, and Nod-like receptor protein (NLRP)3 [4–9]. During *in vitro Bb* stimulations, as well as in direct injection models where macrophage are exposed to the organism for the first time, deficiencies in these receptors result in expected decreases in activation of inflammatory responses. However, in long term murine infection models, loss of many of these receptors or related molecules results in increased inflammation [8–10]. While the loss of these receptors sometimes resulted in a decreased ability to control infection and increase bacterial loads, loss of others that did not affect bacterial clearance (e.g. NOD2 and TIR-domain-containing adaptor inducing interferon β (TRIF)) also resulted in increased inflammation, suggesting that the increase in inflammation may not be explained by increased bacteria alone [8,11]. One possibility is that disruption of innate pathogen recognition and response during primary microbial encounter may result in a failure to trigger compensatory suppressive mechanisms that are important for sustaining long-term tolerance to persistent infection.

One mechanism by which this immunoregulation could occur is through innate immune tolerance, a phenotypic subset of innate immune memory that has emerged as an important concept in describing a transcriptional memory resulting from a primary infection [12,13]. During repeated stimulation with the same type of ligand, a previous induction renders the inflammatory genes less responsive to subsequent stimulus, becoming tolerized, a phenomenon well described in *in vitro* sepsis models using lipopolysaccharide (LPS) or endotoxin [14]. Notably, tolerance is often discussed with respect to gut homeostasis where it is beneficial for the immune system to limit its response to the continued presence of commensal microbiota [15–17]. While the exact mechanisms governing innate immune tolerance are not well understood, past studies have noted that primary stimulation with microbial ligands results in cellular reprogramming characterized by epigenetic and metabolic changes, which drive the phenomenon [12,13,18,19]. Transcriptional memory in peripheral myeloid cells is not long lasting due to rapid cell turnover; however, there is now increasing evidence that hematopoietic stem progenitor cells can acquire memory upon pathogen infection, which renders innate immune memory more long lasting than previously recognized [12,13,20,21].

Induction of innate immune memory during Lyme disease could result in the suppression of inflammation during long-term infection, allowing for resolution of inflammation and symptomatic recovery. We hypothesized that infection with *Bb* results in the reprogramming of the innate immune system to prevent inflammation associated with long term infection. We explored this hypothesis by utilizing an *in vitro* model of repeated *Bb* stimulations in bone marrow derived macrophages (BMDMs).

Using RNA sequencing (RNAseq), we identify a complex innate immune memory transcriptional profile and describe novel gene expression sets and pathways of interest that could drive long-term inflammatory suppression. We specifically investigate *Acod1* as relevant in memory induction and demonstrate an *in vivo* role during long-term infection with *Bb*. Our studies show that Acod1 has tissue specific consequences on inflammation during murine Lyme carditis. This work characterizes the re-alignment of the immune response over time in response to *Bb* and highlights the *in vivo* impact of disrupting transcriptional memory in the context of Lyme disease.

## Results

### RNA sequencing reveals complex differential gene expression in *B*. *burgdorferi* induced memory

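RNA from bone marrow derived macrophages (BMDMs), primary macrophages grown from mouse bone marrow, was sequenced as 6 libraries after removal of ribosomal RNA. Of the 6 libraries, 2 were unstimulated, 2 were stimulated for 6 hours with *Borrelia burgdorferi* (*Bb*), the Lyme disease spirochete, at a multiplicity of infection (MOI) of 10, and 2 were re-stimulated. The authors aligned the read pairs to the mouse genome with STAR and assigned them to genes with RSEM, which divides a read that matches several genes between them. The deposited values are RSEM expected counts per gene without normalization, and 16.2% of them were not whole numbers (tolerance 1e-09), so they were rounded before testing. The files list 55416 genes by Ensembl identifier, of which 52083 were given a symbol from GENCODE mouse release 21 on GRCm38, the assembly that mm10 names. A count is called a read here, although each stands for a read pair. The paper states a depth of approximately 25 M reads per sample. The reads counted on genes, which all values here use, numbered 19487215 and 12009493 in the unstimulated libraries, 13014376 and 11607841 in the stimulated libraries, and 15829183 and 17166997 in the re-stimulated libraries. The number of genes with at least 1 read was 21493 and 20249 unstimulated, 19639 and 19435 stimulated, and 20928 and 20464 re-stimulated. Counts were scaled by edgeR's TMM factors, which were 1.12 and 1.12 in the unstimulated, 0.863 and 0.883 in the stimulated and 1.03 and 1.01 in the re-stimulated libraries, and are given as CPM, edgeR's counts relative to the scaled library size. Each comparison was fitted on its own 4 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 18529 genes with at least 10 reads in all 6 libraries together. The genes left out by that minimum held 0.025% of all reads. With 2 libraries per group, SDs are those of 2 values, and a count of 0 over a group was treated as a limit of 3 reads, which covers counting error only.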

In order to model the changes in immune responses during long-term infection, we performed bulk RNAseq from BMDMs during single and repeated stimulation. To do so, we stimulated bone marrow derived BMDMs for 24 hours with *Bb*, washed the cells and then did a secondary stimulation with *Bb* for 6 hours. In parallel, naïve bone marrow derived BMDMs were also left unstimulated as well as stimulated for 6 hours as a comparison. Samples single stimulated for 6 hours were labeled as “stimulated” and represent a primary response that can be thought of as acute due to the significant pro-inflammatory response that is rapidly induced. Cells that were stimulated for 24 hours followed by a 6 hour stimulation were labeled as “re-stimulated” and represent the memory response (Fig 1A). This differs from a previous study of repeated *Bb* stimulations but is consistent with studies of endotoxin tolerance suggesting that macrophage have entered a tolerant state by 24 hours and highlights the importance of comparisons with early time points [19,22,23].

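The re-stimulated cultures had 24 hours with *Bb*, a wash and 6 more hours with *Bb*, so they differ from the stimulated cultures in the first contact. The paper ran the stimulated cultures in parallel and does not state their time in culture or whether they were washed. The groups may therefore differ in the wash and in the time in culture as well. None of the 6 libraries is labelled as coming from cells kept for those 24 hours without *Bb* and then stimulated. None is labelled as taken after the first 24 hours and before the second contact either. A rise or fall upon re-stimulation therefore means a difference between re-stimulated and stimulated libraries. It does not show what the second contact alone changed. The labels do not give the time in culture. Over the 10525 genes with a mean of more than 50 reads, the log2 values of the 2 libraries of a group had a Pearson correlation across genes, which are not independent replicates, of 0.9877 unstimulated, 0.9838 stimulated and 0.9809 re-stimulated. The median absolute log2 difference between the 2 libraries of a group was 0.12, 0.13 and 0.096 in the same order. A chi-square test of those counts gave 4.66, 3.95 and 3.6 per degree of freedom, so the libraries of each group differed by more than the counting noise. This does not tell separate cultures from separate preparations of 1 culture, and the libraries were taken as replicates because they are labelled so.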

**Fig 1:**
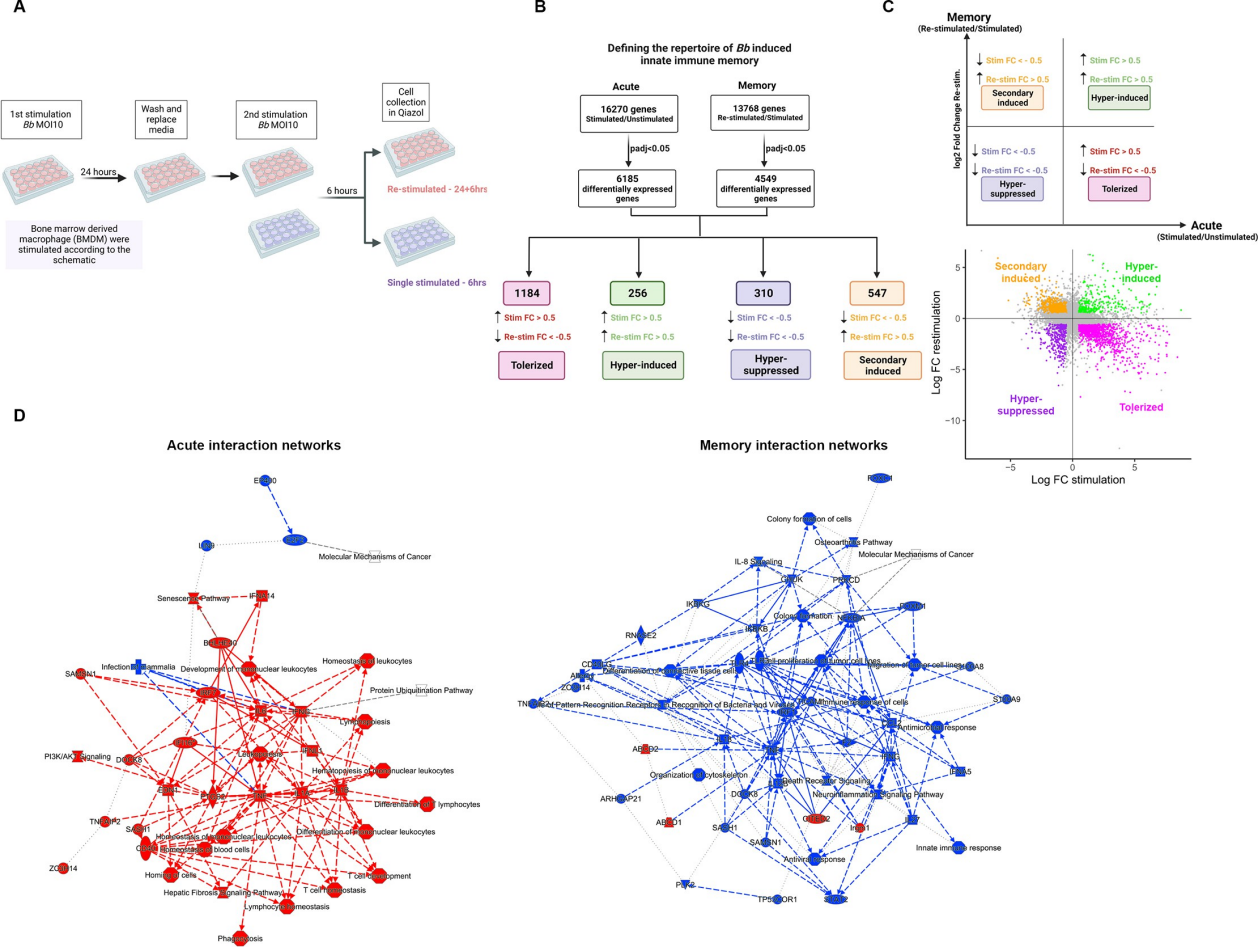
RNA sequencing reveals complex differential gene expression in *Bb* induced memory. **A)** Experimental workflow of induction of memory in macrophage. Memory macrophages were stimulated with *Bb* (MOI 10) for 24 hours, washed, then re-stimulated for 6 hours. Memory BMDMs were compared to BMDMs stimulated for 6 hours (primary or acute). Drawn with Biorender. **B)** Flowchart of the differential expression analysis for stimulation and re-stimulation experiments. An adjusted *P* value (Padj) cutoff of <0.05 was used to define differentially expressed genes (DEGs). Data from both experiments were compared and genes were categorized as tolerized, hyper-induced, secondary induced, based on log2 Fold Change (with a cutoff of >0.5 or <-0.5) in each experiment. Drawn with Biorender. **C)** DEGs for stimulation and re-stimulation experiments. Individual dots represent DEGs. The x-axis represents log2FC for the stimulation experiment compared to unstimulated (primary or acute); the y-axis represents log2FC for the re-stimulation experiment compared to the stimulated (memory). Drawn with Biorender and R software. **D)** Ingenuity Pathway Analysis (IPA) network of the primary (acute) and memory data sets. Activated pathways are colored in red and inhibited pathways are colored in blue. Red and blue lines between nodes represent activation or inhibition, respectively. Dotted lines are inferred relationships and dashed lines are indirect interactions.

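For the stimulated and unstimulated libraries, the filter on genes with fewer than 10 reads over all 6 libraries left 18529 genes, and edgeR's quasi-likelihood test gave each of them an adjusted p. DESeq2 on the same genes gave an adjusted p to 15989 of them, since it sets no adjusted p for genes with the lowest mean counts. With the minimum of 10 reads counted over the 4 libraries compared, a choice made after the data were seen, DESeq2 gave an adjusted p to 16293 genes.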

Differential expression analysis of the RNA sequencing of the stimulated compared to unstimulated BMDMs tested 16,270 genes. Using an adjusted p-value (padj) cutoff of <0.05, there were 6,185 differentially expressed genes (DEGs). 

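In the deposited counts, 7963 genes were DEGs between the 2 stimulated and the 2 unstimulated libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at padj under 0.05, of which 3985 were higher and 3978 lower upon stimulation. At an unadjusted p under 0.05 there were 9017. In 12803 genes (69.1% of those tested) the CPM of the 2 groups did not overlap, where 33.3% is what chance gives for 2 libraries against 2, and 7945 of the DEGs were among them. DESeq2, the alternative that moved the count most, called 6128 DEGs, of which 6112 were also called by edgeR. Over all alternatives the count was between 6128 and 9509. The direction of the calls depended on the scaling. The share of DEGs that were higher upon stimulation was 50% with TMM and 25% when counts were scaled by library size only, which shifts the median log2FC of all genes by -0.38 relative to TMM in this comparison. With DESeq2 the share was 56.5%.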

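The same genes as for the first comparison were tested between the re-stimulated and stimulated libraries with edgeR. DESeq2 gave an adjusted p to 13840 genes in this comparison, and to 13792 when the minimum of 10 reads was counted over the 4 libraries compared.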

Differential expression analysis of the re-stimulated BMDMs compared to the stimulated BMDMs tested 13,768 genes. Using the same padj cutoff of <0.05, there were 4,549 DEGs (Fig 1B). 

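Between the 2 re-stimulated and the 2 stimulated libraries, 5601 genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2832 higher and 2769 lower upon re-stimulation, and 7161 genes had an unadjusted p under 0.05. The groups did not overlap in CPM for 11794 genes (63.7%, against 33.3% by chance), which included 5587 of the DEGs. DESeq2 called 4515 DEGs, 4286 of them shared with edgeR, and the counts under all alternatives were between 4515 and 6795. The share of DEGs higher upon re-stimulation was 50.6% with TMM and 65.8% with library size only, which shifts the median log2FC by 0.16. It was 41.9% with DESeq2, 41.1% without stimulated replicate 1 and 40.2% without stimulated replicate 2, so which direction held more DEGs depended on the processing. With 1 library left out, the count was 4837 without stimulated replicate 1, 4840 without stimulated replicate 2, 6428 without re-stimulated replicate 1 and 6103 without re-stimulated replicate 2. Among the DEGs whose 2 groups do not overlap, the largest falls were in 1700047I17Rik2, Gm42742 and Ngp. The first had 844 and 779 reads in stimulated and 0 in both re-stimulated libraries, a level at least 848-fold lower, and all of its 31-base words also occur in Fam177a, so its count depends on how RSEM divided shared reads. Ngp went from 174 and 224 reads to 1 and 2, so that the stimulated level was 208 times the re-stimulated level (95% counting interval 70.6 to 1010).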

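Among the DEGs of the stimulated and unstimulated comparison, 3088 had a log2FC above 0.5 and 3376 a log2FC below -0.5. Between re-stimulated and stimulated libraries, 2351 DEGs were above 0.5 and 2195 below -0.5. The 2 comparisons share the 2 stimulated libraries, so a chance excess in those libraries raises a gene in the first comparison and lowers it in the second. In 20 simulations in which no gene changed in any group, at most 2 genes fell into the category that rises and then falls and at most 3 into the category that falls and then rises.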

We used an additional cutoff of log2 fold change (log2FC) of less than -0.5 and greater than 0.5, eliminating genes that did not undergo any major changes in gene expression upon primary or secondary stimulation. Of the statistically significant genes, Tolerized genes (n = 1,184) were defined as having a log2FC >0.5 in the stimulation experiment and a log2FC <-0.5 in the re-stimulation experiment. 

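By the same definition, 1249 genes were Tolerized in the deposited counts, with a padj under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in both comparisons. Their median log2FC was 1.60 upon stimulation and -1.16 upon re-stimulation. DESeq2 put 1175 genes in the category, 1112 of which were Tolerized by edgeR. The alternative that moved the count most was a log2FC cutoff of 1, which left 646 genes. A total of 893 of the 1249 genes (71.5%) were Tolerized with each of the 6 libraries left out in turn. Where a group holds reads in 1 library only, a single library sets the level: 8 Tolerized genes had 10 or more reads in 1 library of a group and 0 in the other. The 3 genes of the category ranked first by the smaller of their 2 absolute log2FC, Gm28635, Pgk1-rs7 and Gm20547, were among these 8, with 33, 21 and 15 reads in 1 stimulated library and 0 in the other 5 libraries. DESeq2 called none of the 3 upon stimulation, with 0.262 as their lowest padj.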

Hyper-Induced genes (n = 256) were defined as having a log2FC >0.5 in the stimulation and re-stimulation experiments. 

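There were 313 Hyper-Induced genes by edgeR and 252 by DESeq2, and 244 were in the category by both. The median log2FC of the 313 genes was 1.48 upon stimulation and 1.12 upon re-stimulation. With each of the 6 libraries left out in turn, 210 genes (67.1%) were in the category each time. The count was between 149, with a log2FC cutoff of 1, and 357, without re-stimulated replicate 1.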

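A group of 1004 genes fell below a log2FC of -0.5 upon stimulation and rose above 0.5 upon re-stimulation, both with a padj under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 put 547 genes in this Secondary Induced category, and each of the 547 was among the 1004. The median log2FC of the 1004 genes was -1.14 and then 0.99. This count depended on the scaling and on the stimulated libraries more than the other 3 categories did. It was 1991 with library size only, 575 without stimulated replicate 1 and 656 without stimulated replicate 2. The genes Secondary Induced with each library left out numbered 377 (37.5%). If genes that lay anywhere below 0.5 upon stimulation were taken, 1177 genes would be counted. Ranked by the smaller of the 2 absolute log2FC, the first genes of the category were Gm28539, Gm14288 and Zbed5, all with 0 reads in both stimulated libraries. Upon re-stimulation DESeq2 did not call Gm14288 (padj = 0.321) and gave Zbed5 no padj. Zbed5 (chromosome 5, 129895723 to 129903623 of GRCm38) had 16 and 6 reads unstimulated and 13 and 8 re-stimulated, a stimulated level at least 4.46-fold lower than the unstimulated level, and was not called upon re-stimulation without stimulated replicate 1 (padj = 0.0667) or 2 (padj = 0.0617, same test).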

Secondary Induced genes (n = 547) were defined as having a log2FC <0.5 in the stimulation experiment and a log2FC >0.5 in the re-stimulation experiment. Hyper-Suppressed genes (n = 310) were defined as having a log2FC <0.5 in both the stimulation and re-stimulation experiments (Fig 1B and 1C)

Genes were plotted as individual dots based on the log2FC in a scatter plot (Fig 1C). 

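The log2FC of the 2 comparisons had a correlation of -0.418 across all genes, which are not independent replicates. The 2 comparisons share the stimulated libraries, which by itself gives a negative correlation. It was -0.616 (lowest -0.637, highest -0.594) over 20 simulations in which no gene changed. It was -0.274 (lowest -0.293, highest -0.258) where genes changed upon stimulation as measured but not upon re-stimulation, and -0.258 (lowest -0.278, highest -0.245) where they changed upon re-stimulation as measured but not upon stimulation. The observed value lay between these, so how much of it came from the shared libraries was not settled. Compared with unstimulated cells, the re-stimulated level had a median log2FC of 0.25 for Tolerized, 2.86 for Hyper-Induced, -0.11 for Secondary Induced and -3.12 for Hyper-Suppressed genes. With genes at 0 reads in a group set to their limit of 3 reads, the Tolerized median was 0.243 and the other 3 medians did not change.

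**Figure D1:**
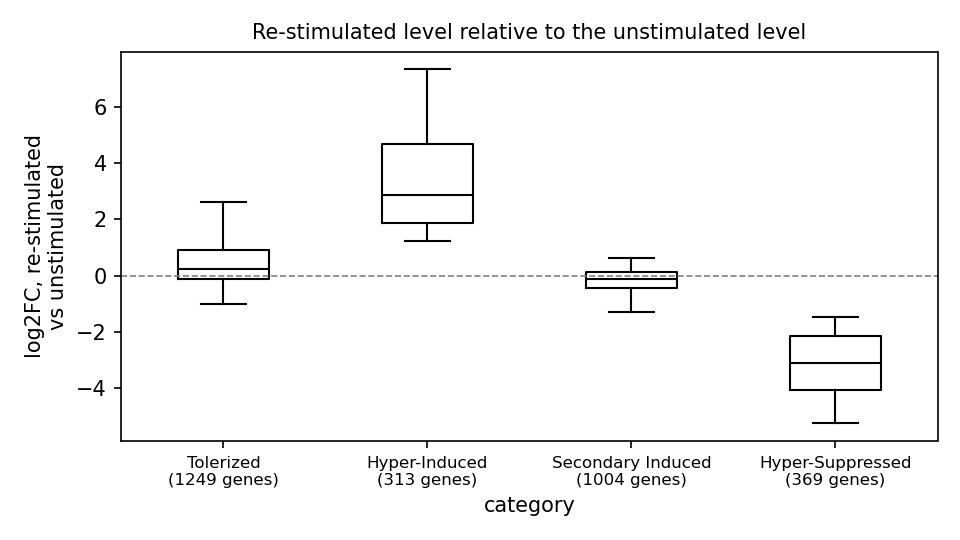
Log2FC of re-stimulated compared to unstimulated BMDMs (y axis) for the genes of each category (x axis), from edgeR. Boxes span the quartiles with the median as a line, whiskers reach the 5th and 95th percentiles, and the dashed line marks 0. The medians were 0.25, 2.86, -0.11 and -3.12.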

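The group that fell in both comparisons held 369 genes by edgeR and 310 by DESeq2, with 303 in common. Its median log2FC was -1.08 upon stimulation and -1.70 upon re-stimulation, and 234 genes (63.4%) were in it with each library left out. When 50 genes per category were given known changes in simulated counts, 45 Tolerized, 45 Hyper-Induced, 36 Secondary Induced and 21 Hyper-Suppressed genes were recovered, and none was put in another of the 4 categories. A total of 2 unchanged genes were put in a category. The changed genes had a mean of at least 10 reads and changed 4-fold at each step. Recovery of smaller changes or lower counts was not tested here.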

The four quadrants correspond to the different gene expression categories identified in our analysis: Tolerized (describing genes that were up-regulated in primary and down-regulated in re-stimulation), Hyper-Induced (up-regulated in both stimulations), SecondaryInduced (down-regulated upon stimulation and up-regulated in re-stimulation), and hyper-suppressed (down-regulated in both stimulations). An Ingenuity Pathway Analysis (IPA) of primary/acute and memory interaction networks showed that the most represented pathways were immune related and were activated during exposure of naïve cells. These pathways were inhibited in memory samples, suggesting that there is a down-regulation of inflammatory pathways upon re-stimulation, consistent with a tolerant innate immune state (Fig 1D).

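Ingenuity Pathway Analysis rests on a knowledge base that was not used here, so its scores were not recomputed. In the counts, 4026 genes were called in both comparisons, of which 3042 moved in opposite directions and 984 in the same direction. In simulations in which the stimulated group was as measured and the re-stimulated group was drawn unchanged from it, at most 2 genes were Tolerized.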

### Repeated *B*. *burgdorferi* stimulations tolerize pro-inflammatory signaling

Numerous studies have described innate immune tolerance, characterized by an acute inflammatory response upon initial stimulation and a muted memory response during repeated stimulation [12,14,22,24–26]. Tolerized genes can thus be described as those that are up-regulated upon stimulation compared to unstimulated but down-regulated upon repeated stimulation compared to the primary response. This indicates a hypo-responsiveness of inflammatory mediators in the tolerized cells, characterized by a down-regulation of innate immune receptors, innate immune signaling molecules and inflammatory pathways through epigenetic and metabolic rewiring [14,19,25,27]. 

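Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007 of GRCm38) had 66.2 ± 7.99 CPM (SD, n = 2) in unstimulated, 6373 ± 937 CPM (n = 2) in stimulated and 1236 ± 98.1 CPM (n = 2) in re-stimulated BMDMs. Its log2FC was 6.61 (standard error 0.143, padj = 7.28e-19) upon stimulation and -2.30 (standard error 0.168, padj = 2.53e-10) upon re-stimulation, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library size only, the alternative that moved the first value most, it was 6.23. Il6 (chromosome 5, 30013114 to 30019981) went from 0.726 ± 0.445 to 130.6 ± 22.8 and then 52.0 ± 4.86 CPM (SD, n = 2 each), with a log2FC of 7.64 (padj = 3.29e-17) and -1.26 (padj = 1.03e-07) from the same test. Il1b (chromosome 2, 129364570 to 129371139) rose from 9.36 ± 0.953 to 1063 ± 312 CPM and was at 505.5 ± 87.3 CPM upon re-stimulation, a log2FC of -0.998 (standard error 0.175, padj = 9.8e-05 from the same test) against the stimulated libraries. Its re-stimulation log2FC depended on the stimulated libraries, and was -0.74 without stimulated replicate 1 and -1.34 without stimulated replicate 2. The subunits of IL-12 differed. Il12b (chromosome 11, 44400063 to 44414033), which encodes p40, had 2.01 ± 0.199, 660.3 ± 108 and 46.5 ± 7.6 CPM. It rose by 8.39 on the log2 scale upon stimulation (padj = 6.59e-19 from the same test) and fell by 3.76 on the log2 scale upon re-stimulation (padj = 4.49e-14 from the same test). Il12a (chromosome 3, 68690644 to 68698547), which encodes p35, had 5 reads over both unstimulated libraries and rose further upon re-stimulation, from 9.67 ± 3.33 to 49.9 ± 2.98 CPM (log2FC 2.43, padj = 1.74e-10 from the same test). Cxcl10 (chromosome 5, 92346638 to 92348889) reached 579.4 ± 74.2 CPM and returned to 12.9 ± 2.13 CPM, a log2FC of -5.42 (padj = 3.41e-16 from the same test), with 5.63 ± 0.859 CPM in unstimulated cells. All 20 genes read from Fig 2A were Tolerized by edgeR and by DESeq2, with a median log2FC of 5.64 and then -3.42. The paper drew these genes as Tolerized from the same libraries, so this tally is no separate test. Re-stimulated cells stayed above unstimulated cells (padj under 0.05, edgeR) in 15 of the 20 and were not called different in 5.

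**Figure D2:**
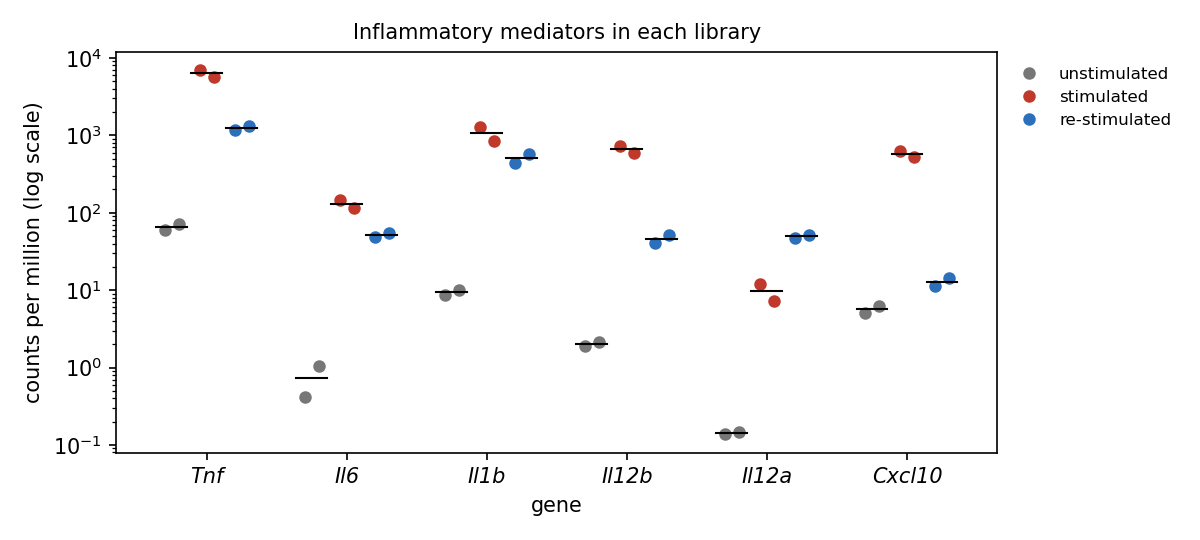
CPM (log scale, y axis) of Tnf, Il6, Il1b, Il12b, Il12a and Cxcl10 in unstimulated, stimulated and re-stimulated BMDMs (x axis). Points are libraries and lines are the means of 2 libraries. Il12a was highest in the re-stimulated libraries, at a mean of 49.9 CPM, and the others were highest in the stimulated libraries.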

Confirming that *Bb* mediated tolerance mirrors previously described gene expression changes in other systems, our results showed that pro-inflammatory mediators such as *tnf-α*, *il6*, *il1β*, *il12*, *cxcl10* were among the most differentially expressed in the tolerance category (Fig 2A). Protein expression for a subset of these genes was confirmed by ELISA (Fig 2B). Gene Set Enrichment Analysis (GSEA) of the Tolerizedgenes identified 581 different pathways, among which the top hits represented well characterized TNF, interferon (IFN) and pattern recognition receptor (PRR) pathways (Fig 2C). We further analyzed gene expression of known inflammatory mediators and found an expected subset of genes known to signal downstream of *Bb* (Fig 2D). 

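The 26 inflammatory mediators read from the heatmap of Fig 2D were all up-regulated upon stimulation and down-regulated upon re-stimulation by edgeR and by DESeq2. These genes were drawn by the paper from the tolerance quadrant of the same data, so this outcome follows from their choice. Their median log2FC was 4.34 and then -1.85. The smallest rise was 1.92 in Myd88 and the smallest fall was -0.53 in Tnfrsf1b. Against unstimulated cells, 21 were still higher in re-stimulated cells, 1 was lower and 4 were not called different by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2FC of 1.93.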

Of interest were the large numbers of type I interferon related genes in this Tolerized category. 

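The 31 interferon related genes read from Fig 2D were all Tolerized by both tools. These genes were drawn from the same quadrant, so this tally is no separate test either. Their median log2FC was 4.12 upon stimulation, from 0.80 in Ticam1 to 7.57 in Ifi205, and -3.50 upon re-stimulation. The return was nearer to the unstimulated level than for the inflammatory mediators of the same heatmap, with a median log2FC of 0.25 against unstimulated cells. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of the 31 remained above the unstimulated level, 5 were below it and 13 were not called different. The difference between the 2 groups of genes was not tested, and both were picked from these data. In the interferon list fixed beforehand, given below, the median against unstimulated cells was 0.985, with 34 of 43 genes higher. In Tgtp1, the re-stimulated libraries held 1 read.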

In previous studies, *in vitro* measurements of type I IFNs by ELISA or qPCR have not shown a very robust response to single *Bb* stimulation [7,28]. However, during *in vivo Bb* infection, type I IFNs have been shown to be important in the development of Lyme arthritis in a mouse model [29]. Our data confirms that despite previous low levels of detection, *Bb* indeed induces a robust and varied type I IFN response critical in the induction of inflammation (Fig 2D). Additionally, several genes that were highly differentially expressed were of interest due to their unique role in inflammatory responses (Table 1). 

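A list of 43 interferon-induced genes fixed before the data were examined, 12 of which the paper draws in its figures, was tested as a set with limma's camera (inter-gene correlation preset at 0.01, Benjamini-Hochberg over 15 tests of 5 lists in 3 comparisons). All 43 genes were DEGs upward upon stimulation, over all genes tested and adjusted over the list alone, with a median log2FC of 3.49 (camera adjusted p = 1.18e-46). Library size only moved this median most, to 3.11. Upon re-stimulation the median was -2.35 (camera adjusted p = 1.45e-41), with 40 genes lower and 2 higher by both adjustments. Of the 43 genes, 40 were Tolerized and 2 were Hyper-Induced, Lgals3bp and Bst2, which are named after their values were seen. Against unstimulated cells, the re-stimulated median was 0.98 (camera adjusted p = 4.27e-11) and 34 genes were still higher, or 35 adjusted over the list alone. With fry, which estimates the correlation between genes, the adjusted p was 0.0067, 0.0067 and 0.0293 for the 3 comparisons, and each call that camera made on the 5 lists held under fry. Transcripts of the type I interferons themselves were scarce. Ifnb1 (chromosome 4, 88522025 to 88522774) had 6 reads in stimulated replicate 1 and 0 in the other 5 libraries, and 13 interferon alpha genes had 0 reads in all 6 libraries, so at this depth a change in them was not detectable at the 6 hour time point.

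**Figure D3:**
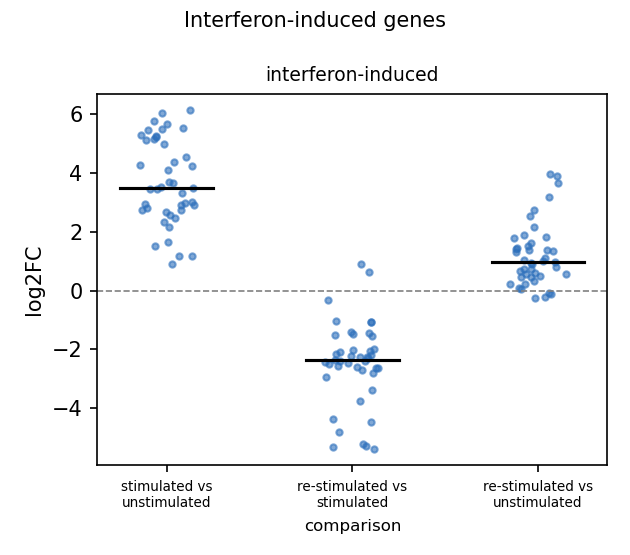
Log2FC from edgeR (y axis) of the 43 interferon-induced genes in the 3 comparisons (x axis). Points are genes and bars are medians, which were 3.49, -2.35 and 0.98.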

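The Tolerized genes that the paper lists in Table 1 were measured with different precision. Gbp5 (chromosome 3, 142493978 to 142522344 of GRCm38) had 6.69 ± 2.62 CPM (SD, n = 2) unstimulated, 780.9 ± 96.5 stimulated and 68.3 ± 3.73 re-stimulated, a log2FC of 6.95 (standard error 0.178) and then -3.45 (standard error 0.146, padj = 2.92e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptgs2 (chromosome 1, 150100031 to 150108227) rose from 19.0 ± 5.69 to 2922 ± 515 CPM and was at 1230 ± 32.6 CPM upon re-stimulation (log2FC -1.18, padj = 2.2e-06 from the same test). Ifi205 (chromosome 1, 174011998 to 174031810) had 1.07 ± 0.162, 198 ± 25.1 and 36.6 ± 3.39 CPM, with a log2FC of -2.36 upon re-stimulation (padj = 3.39e-12 from the same test). Of the 31-base words of its transcripts, 22.1% also occur in another gene, chiefly Ifi211. Gbp10 (chromosome 5, 105215699 to 105239533) rested on few reads, 1 over both unstimulated libraries, 40 and 23 in the stimulated and 20 and 10 in the re-stimulated libraries. Its stimulated level was 104 times the unstimulated level (95% counting interval 17.9 to 4160). The fall upon re-stimulation had a log2FC of -1.63 and padj = 0.0104 from the same test, while DESeq2 gave padj = 0.0513, and its alternatives lay between 0.000108 and 0.209. Leaving out stimulated replicate 1 or 2 gave padj = 0.209 and 0.0557 from the same test, so this call was lost without either of them. Of the 31-base words of Gbp10, 89.8% occur in another gene, with 80.8% in Gbp6, so reads of these genes were divided by RSEM and its count is uncertain.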

Data from our RNAseq experiment shows that the pro-inflammatory cytokine and interferon responses are induced during the initial contact with *Bb* and are down-regulated following repeated stimulations, thus providing a mechanism for limiting long-term inflammation.

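Across the Tolerized category, the re-stimulated level differed from the unstimulated level in part of the genes. Of the 1249 genes, 473 (37.9%) were still higher in re-stimulated than in unstimulated libraries, 110 (8.81%) were lower and 666 (53.3%) were not called different by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnf was among those still higher, with a log2FC of 4.28 (standard error 0.153, padj = 1e-10 from the same test) between re-stimulated and unstimulated cells, as were Il6 at 6.35, Il1b at 5.83 and Il12b at 4.60. Cxcl10 was nearer to the unstimulated level, at 1.26 (padj = 0.000325 from the same test). In all, 6493 genes were DEGs between re-stimulated and unstimulated libraries, 3426 higher and 3067 lower, so 52.8% were higher with TMM and 37.5% with library size only, which shifts the median log2FC by -0.19. The highest share was 59.4%, without unstimulated replicate 2. At an unadjusted p under 0.05 there were 7796, and DESeq2 called 5460, of which 5349 were shared. The groups did not overlap for 12290 genes (66.3%, against 33.3% by chance). The paper reasons from the rise of pro-inflammatory cytokine and interferon genes at first contact and their fall upon repeated stimulation, and concludes that this pattern provides a mechanism for limiting long-term inflammation.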

**Fig 2:**
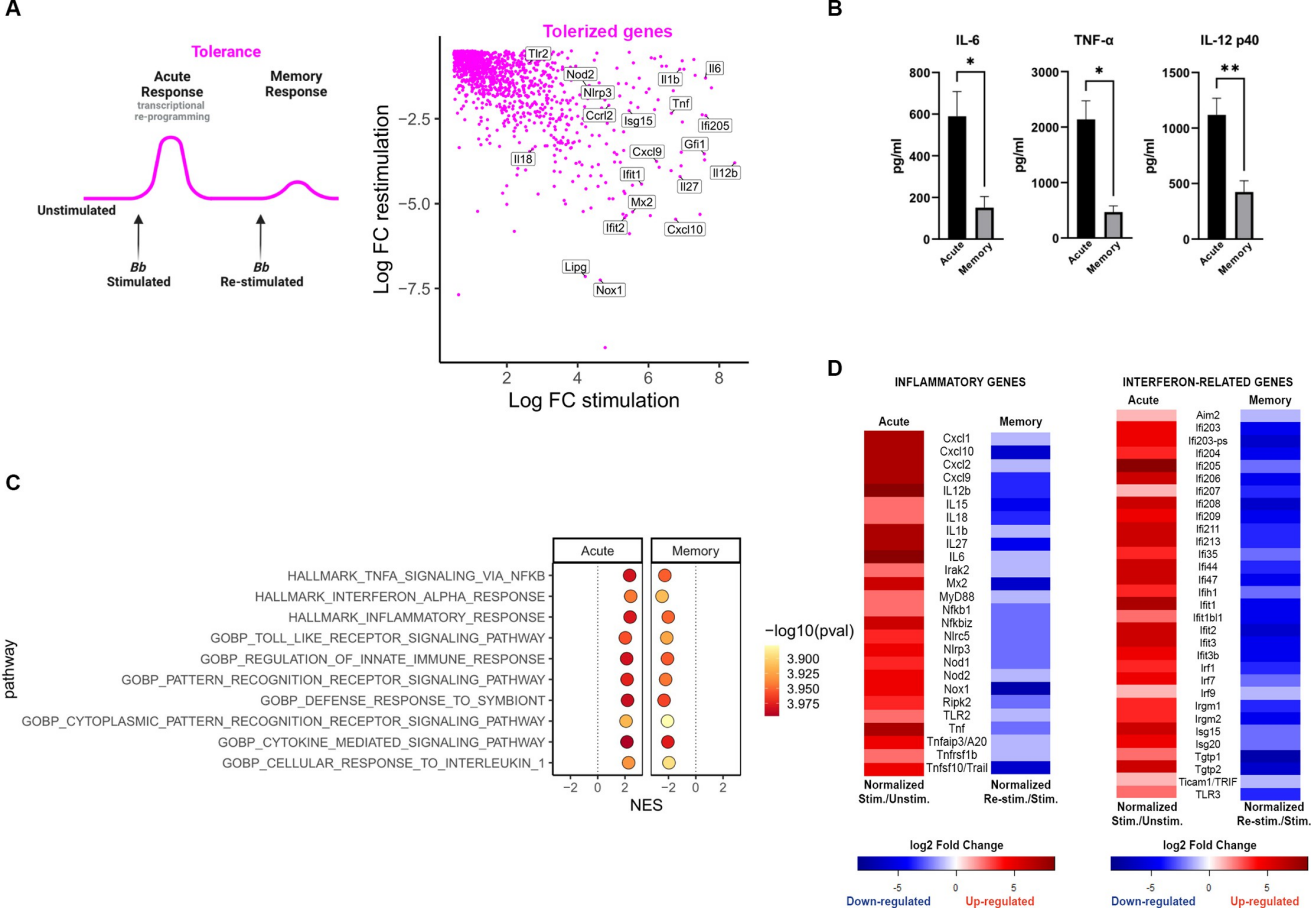
Repeated *Bb* stimulation tolerizes pro-inflammatory signaling. **A)** Model of primary (acute) and memory changes in gene expression in inflammatory tolerance (drawn with Biorender), accompanied by a scatter plot of Tolerized genes that were up-regulated in the primary (acute) and down-regulated in memory compared to primary stimulation. Genes of interest are noted. **B)** Bone marrow derived macrophage (BMDMs) were stimulated with *Bb* (MOI 10) for both acute and memory timepoints. Supernatants were collected and cytokine levels of IL-6, TNF-α and IL-12 p40 were quantified by ELISA. Data is from three independent experiments, analyzed by ratio paired T-test, *p<0.05. **C)** Ten of the top tolerized pathways from Gene Set Enrichment Analysis (GSEA). Tolerized gene sets are defined as having a Normalized Enrichment Score (NES) >0 for the stimulation and a NES <0 for the re-stimulation experiment. All shown gene sets have p-values <0.05 for both the stimulation and re-stimulation. **D)** Heatmap of inflammatory and interferon related DEGs in the tolerance quadrant in the primary (acute) and memory conditions. Red indicates up-regulation, blue indicates down-regulation. Intensity is based on log2FC.

**Table 1:** Tolerized genes of interest.

				Stim/Unstim		Restim/Stim	
Gene	Gene Name	Immune related function		Log2fold change	padj	Log2fold change	padj
Gbp10	Guanylate-binding protein 10	GTPase involved with vesicular trafficking in host defense [79]		6.70	3.31E-05	-1.67	0.05
Gbp5	Guanylate binding protein 5	Dynamin-like GTPase that is an activator of NLRP3 inflammasome [53]		6.93	5.09E-60	-3.49	3.96E-235
Ifi205	Interferon activated gene 205	AIM2-like receptor involved in DNA sensing [80]		7.62	3.61E-173	-2.41	1.48E-72
Ptgs2 (Cox2)	Prostaglandin-endoperoxide synthase 2	Cyclooxygenase enzyme which suppresses dendritic cell immunity [81]		7.32	6.27E-90	-1.22	8.46E-30

### Hyper-Suppressed and secondary induced genes offer novel insights into cellular re-programming

As part of our analysis, we identified genes that are down-regulated upon primary stimulus. 

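Among the DEGs whose 2 groups do not overlap, the largest falls upon stimulation were in Gm28539, Lrrc14b and Gm14288, each with 0 reads in both stimulated libraries. Lrrc14b (chromosome 13, 74359578 to 74364005 of GRCm38) had 67 and 37 reads in unstimulated libraries, a stimulated level at least 21.1-fold lower, and 0 reads in re-stimulated libraries. Gm14288 (chromosome 2, 175789357 to 175801093) had 56 and 43 reads in unstimulated libraries, a stimulated level at least 20.1-fold lower. Its re-stimulated reads, 56 and 0, were in replicate 1 alone, and all of its 31-base words occur in another gene. How many genes fall depends on the scaling. Scaled by library size only, 2379 of the 9509 DEGs were higher upon stimulation.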

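All 8 genes read from Fig 3A and all 21 read from the heatmap of Fig 3B were lower in stimulated than in unstimulated libraries and higher in re-stimulated than in stimulated libraries by edgeR. The paper drew these genes as Secondary Induced from the same libraries, so this outcome follows from their choice. DESeq2 placed 19 of the 21 in the category, without Itga8 and Ccr10. The median log2FC of the 21 genes was -1.47 and then 1.13, with the smallest fall of -0.56 in Atg2b and the smallest rise of 0.63 in Stx17. For the 8 genes it was -2.02 and then 3.34. The gene with the largest changes in Fig 3A, Gm28539 (chromosome 16, 18836584 to 18956247 of GRCm38), had 113 and 37 reads in unstimulated, 0 and 0 in stimulated and 109 and 38 in re-stimulated libraries. Its stimulated level was at least 30.4-fold lower than the unstimulated level, and the re-stimulated level at least 31.3-fold higher than the stimulated level, against a limit of 3 reads over the 2 stimulated libraries. Gm28539 overlaps Hira, in which 92.3% of its 31-base words occur, so its count depends on how RSEM divided shared reads.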

Of particular interest are genes that were down-regulated in macrophages stimulated for the first time, but up-regulated in the re-stimulated samples, which we term the Secondary Induced genes (Fig 3). These genes are specifically up-regulated during the memory response and thus might be important in regulating long term immunosuppression. 

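For most of the 1004 Secondary Induced genes the re-stimulated level was not called different from the unstimulated level. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 667 genes (66.4%) were not called different between re-stimulated and unstimulated libraries, 255 (25.4%) were still lower and 82 (8.17%) were higher. DESeq2 found 38 of its 547 genes above the unstimulated level. With library size only, 173 of the 1991 genes then in the category were above it, 49 of them among the 82. The genes above the unstimulated level are those for which re-stimulated cells exceeded both other groups. Of the 21 genes of Fig 3B, 3 were higher than in unstimulated cells, 7 lower and 11 not called different, with a median log2FC of -0.07.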

From our analysis, the top ten GSEA pathways included Response to Metal Ions and Lipid Oxidation and Catabolic processes. 

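The gene set collections behind these pathways were not used here. Metallothioneins bind metal ions. Mt1 (chromosome 8, 94179082 to 94180327 of GRCm38) had 62.0 ± 0.758 CPM (SD, n = 2) unstimulated, 32.8 ± 3.69 stimulated and 163.2 ± 45.6 re-stimulated, with a log2FC of -0.90 (padj = 7.38e-07) and then 2.37 (padj = 1.7e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mt2 (chromosome 8, 94172664 to 94173568) did not fall upon stimulation (log2FC 0.01, padj = 0.986 from the same test) and rose from 7.20 ± 1.91 to 49.2 ± 21.9 CPM upon re-stimulation (log2FC 2.81, padj = 1.14e-09 from the same test). The 2 re-stimulated libraries differed widely in both genes. A list of 26 fatty acid oxidation genes fixed beforehand, none of which the paper draws in its figures, had a median log2FC of -0.34 upon stimulation (camera adjusted p = 0.054, 14 genes lower and 4 higher) and 0.14 upon re-stimulation (camera adjusted p = 0.0933, 8 higher and 1 lower), and neither passed the threshold. Adjusted over the list alone, the counts were the same in both. The first was called without unstimulated replicate 1 (median -0.35, camera adjusted p = 0.034) and with library size only (camera adjusted p = 0.0148), and its adjusted p reached 0.793 with fgsea on DESeq2. The second was called with library size only (camera adjusted p = 0.0189) and its adjusted p was as high as 0.271 under the others. Within the list, Echs1 was Secondary Induced and Acsl1 and Eci2 were Hyper-Induced. Against unstimulated cells, 12 genes were lower and 5 higher, or 13 and 5 adjusted over the list alone, with a median of -0.30 (camera adjusted p = 0.958).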

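Glis3 (ENSMUSG00000052942, chromosome 19, 28258851 to 28680077 of GRCm38) had 13.2 ± 0.646 CPM (SD, n = 2) in unstimulated, 5.16 ± 0.261 CPM in stimulated and 61.4 ± 4.9 CPM in re-stimulated BMDMs. Its log2FC was -1.33 (standard error 0.18, padj = 2.49e-06) upon stimulation and 3.63 (standard error 0.153, padj = 2.59e-14) upon re-stimulation, and re-stimulated cells were above unstimulated cells (log2FC 2.27, padj = 3.24e-09), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccr10 (chromosome 11, 101172997 to 101175443) had 12 and 21, then 3 and 1, then 23 and 35 reads. Its fall upon stimulation (log2FC -2.35, padj = 0.0206 from the same test) was not called by DESeq2 (padj = 0.103), without unstimulated replicate 2 (padj = 0.269, same test) or without stimulated replicate 2 (padj = 0.0862, same test), and its alternatives gave a padj between 0.00138 and 0.269. Pagr1a (chromosome 7, 127015033 to 127017352) had 195 and 133 reads in unstimulated, 2 and 1 in stimulated, and 131 and 146 in re-stimulated libraries, so that the unstimulated level was 66.5 times the stimulated level (95% counting interval 22.5 to 324). An overlapping gene on the same strand, Gm42742 (chromosome 7, 127015051 to 127021097), had 11 and 0, then 65 and 79, then 0 and 0 reads in the same libraries. Of the 31-base words of Pagr1a, 93.2% also occur in Gm42742. The summed reads of Pagr1a, Pagr1b and Gm42742 were 9.72 ± 0.234 CPM (SD, n = 2) unstimulated, 7.29 ± 0.731 stimulated and 8.22 ± 0.25 re-stimulated, and the sum was in no category.

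**Figure D4:**
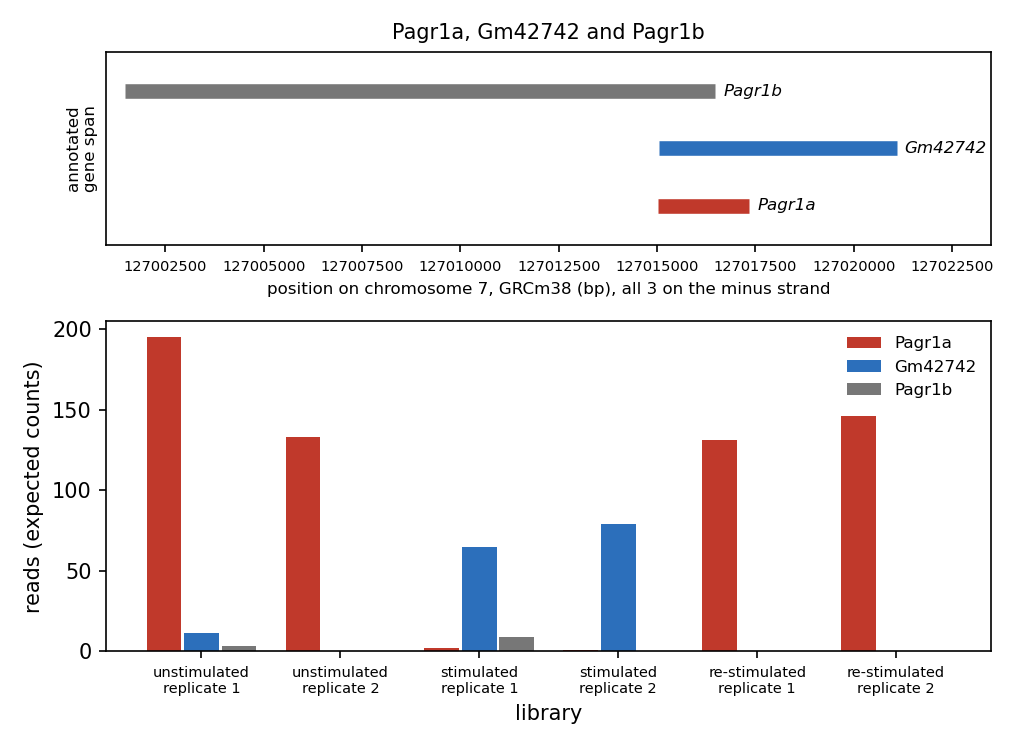
Gene spans on chromosome 7 of GRCm38 (upper panel, position on the x axis) of Pagr1a and the genes that overlap it, and their reads per library (lower panel, y axis). Pagr1a held 195 and 133 reads in the unstimulated libraries and 2 and 1 in the stimulated libraries, where Gm42742 held 65 and 79.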

Genes that fit this expression pattern often encode proteins involved in catabolism and have been shown to be immunosuppressive through poorly defined mechanisms, such as Glis3 and Hoxa1 (Fig 3B, 3C and Table 2) [30,31].

**Fig 3:**
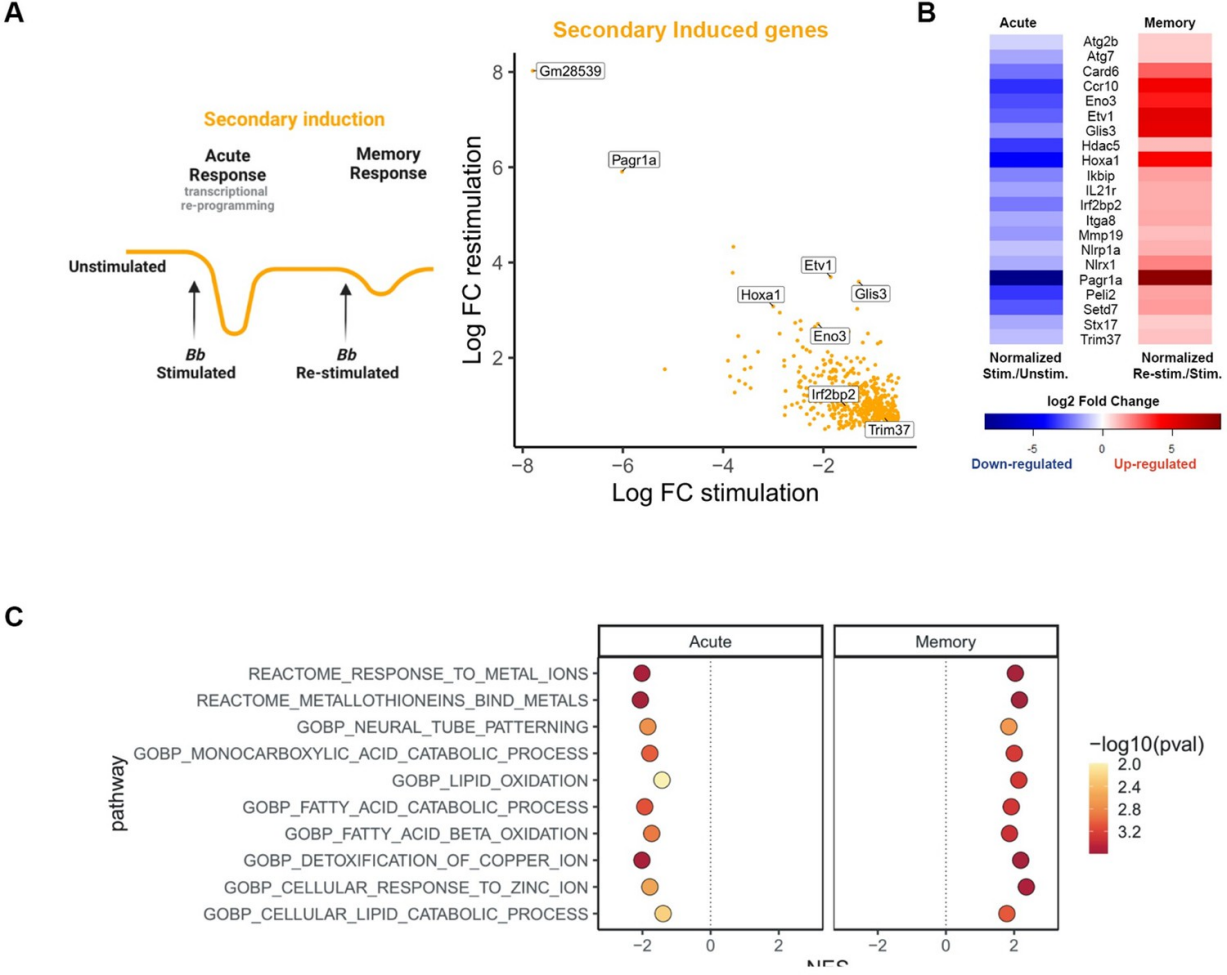
Secondary induced genes are present in lipid oxidation and catabolism pathways. **A)** Model of primary (acute) and memory changes in gene expression in Secondary Induction (drawn with Biorender), accompanied by a scatter plot of Secondary Induced genes that were down-regulated in the primary (acute) and up-regulated in memory compared to primary stimulation. Genes of interest are noted. **B)** Heatmap of Secondary Induced DEGs of interest in primary (acute) and memory conditions. Red indicates up-regulation, blue indicates down-regulation. Intensity is based on log2FC. **C)** Ten of the top secondary induced gene sets from GSEA. Secondary induced gene sets were defined as having a NES <0 for the stimulation and NES >0 for the re-stimulation experiment. All shown gene sets have p-values <0.05 for stimulation and re-stimulation.

**Table 2:** Secondary induced genes of interest.

				Stim/Unstim		Restim/Stim	
Gene	Gene Name	Immune related function		(Log2fold change)	padj	(Log2fold change)	padj
Ccr10	CC Motif Chemokine Receptor 10	A chemokine receptor that regulates T cells responsiveness in epithelial immunity [82]		-2.45	0.1	3.25	0.01
Glis3	GLIS Family Zinc Finger 3	Transcription factor Susceptibility gene for type I and type II diabetes [83,84]		-1.29	2.81E-05	3.60	4.44E-63
Hoxa1	Homeobox A1	Transcription factor Plays a role in controlling microbial diversity in the intestine [85] Responsible for regulation of immunosuppressive molecules [31]		-3.00	0.01	3.08	0.02
Pagr1a	PAXIP1 associated glutamate rich protein 1A	Histone methyltransferase complex involved in transcriptional regulation of B-cell switch regions [86]		-6.02	2.21E-10	5.91	2.14E-09

Hyper-Suppressed genes are down-regulated in both the first stimulation and further down-regulated in the memory response. 

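The 12 genes read from Fig 4A and 4B were all lower upon stimulation and lower again upon re-stimulation by edgeR, and 10 were by DESeq2, which left out Esco2 and Rasgrp3. These genes were drawn by the paper as Hyper-Suppressed from the same libraries, so this tally is no separate test. Their median log2FC was -2.49 and then -2.36, and -4.95 between re-stimulated and unstimulated libraries. The genes of this category with the largest changes in both comparisons by the naming rule were Hpgd, Clspn and Gprc5c. Hpgd (chromosome 8, 56294585 to 56321043 of GRCm38) had 312 and 345 reads in unstimulated, 13 and 21 in stimulated and 4 and 3 in re-stimulated libraries. Its fall upon re-stimulation (log2FC -2.82, padj = 0.00244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not called without stimulated replicate 2 (padj = 0.0797, same test), with 0.000778 the lowest padj of its alternatives. Clspn (chromosome 4, 126556935 to 126593903) went from 10.3 ± 0.841 to 1.65 ± 0.948 CPM (SD, n = 2) and fell by 2.87 on the log2 scale upon re-stimulation (padj = 0.00242 from the same test), a call lost without stimulated replicate 1 (padj = 0.128, same test), with 0.000579 the lowest padj of its alternatives. Gprc5c (chromosome 11, 114851152 to 114872617) had 4 and 8 reads in stimulated and none in re-stimulated libraries, a level at least 6.27-fold lower, with padj = 0.00775 from the same test, 0.0509 without stimulated replicate 1 and 0.15 without stimulated replicate 2, and 0.00187 as the lowest of its alternatives. DESeq2 gave it no padj upon re-stimulation. Against unstimulated cells, the re-stimulated level of Gprc5c was at least 75.6-fold lower.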

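A list of 54 cell cycle genes and a list of 68 replication-dependent histone genes, of which 62 were tested, were fixed beforehand, and the paper draws 1 gene of each in its figures. The cell cycle genes had a median log2FC of -0.97 upon stimulation (camera adjusted p = 4.2e-13), with 42 DEGs lower and 1 higher, or 43 and 2 adjusted over the list alone. Upon re-stimulation the median was -2.29 (camera adjusted p = 1.64e-21), with 41 lower and 1 higher, or 42 and 1 adjusted over the list alone. All 54 were lower in re-stimulated than in unstimulated libraries, with a median of -3.12 (camera adjusted p = 4.31e-47). The median of the histone genes was -1.14 (camera adjusted p = 2.86e-20, 57 lower and 0 higher), then -1.80 (camera adjusted p = 3.78e-22, 51 lower and 1 higher, or 51 and 2 adjusted over the list alone), and -2.99 against unstimulated cells (camera adjusted p = 4.24e-53, 58 lower and 0 higher). With fry, the adjusted p was 0.00127, 0.00289 and 0.00127 for the cell cycle genes and 0.0133, 0.0133 and 0.00489 for the histone genes. Of the tested genes, 27 cell cycle and 49 histone genes were Hyper-Suppressed. Replication-dependent histone transcripts carry no poly(A) tail, and libraries depleted of ribosomal RNA retain them.

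**Figure D5:**
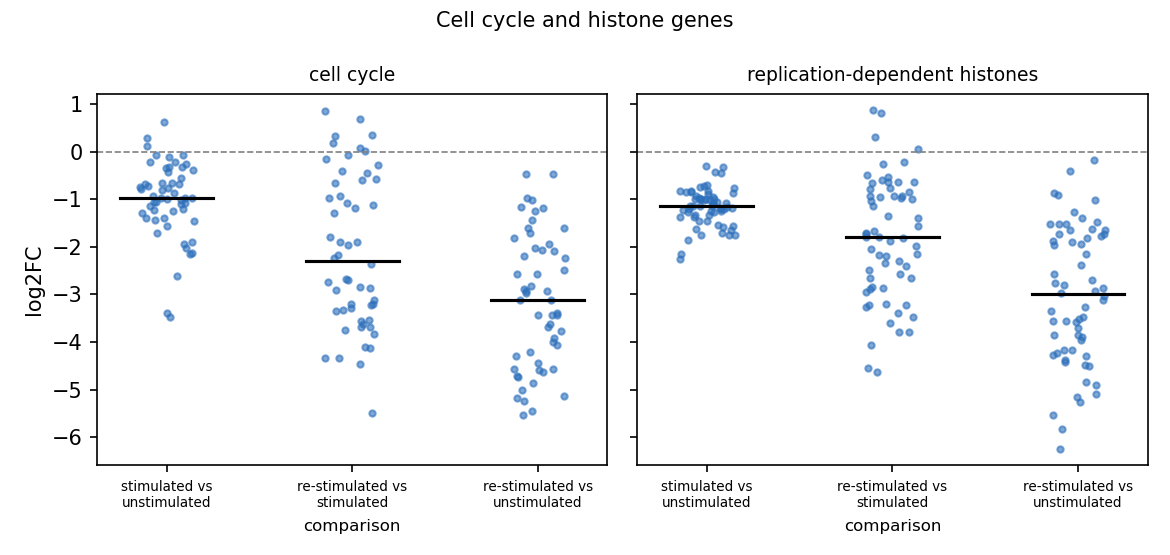
Log2FC from edgeR (y axis) of the genes of the cell cycle and replication-dependent histone lists in the 3 comparisons (x axis). Points are genes and bars are medians, which lay between -0.97 and -3.12.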

Our analysis showed that a number of the top ten GSEA pathways had roles in gene regulation and nucleic acid maintenance. These genes may be of interest as they may be important cellular function pathways that are down-regulated to divert energy to host defense and are thus critical in maintaining long term homeostasis (Fig 4A–4C). Future studies are needed to determine the interplay between general cellular pathways and defense pathways in order to coordinate an efficient response to pathogen infection.

**Fig 4:**
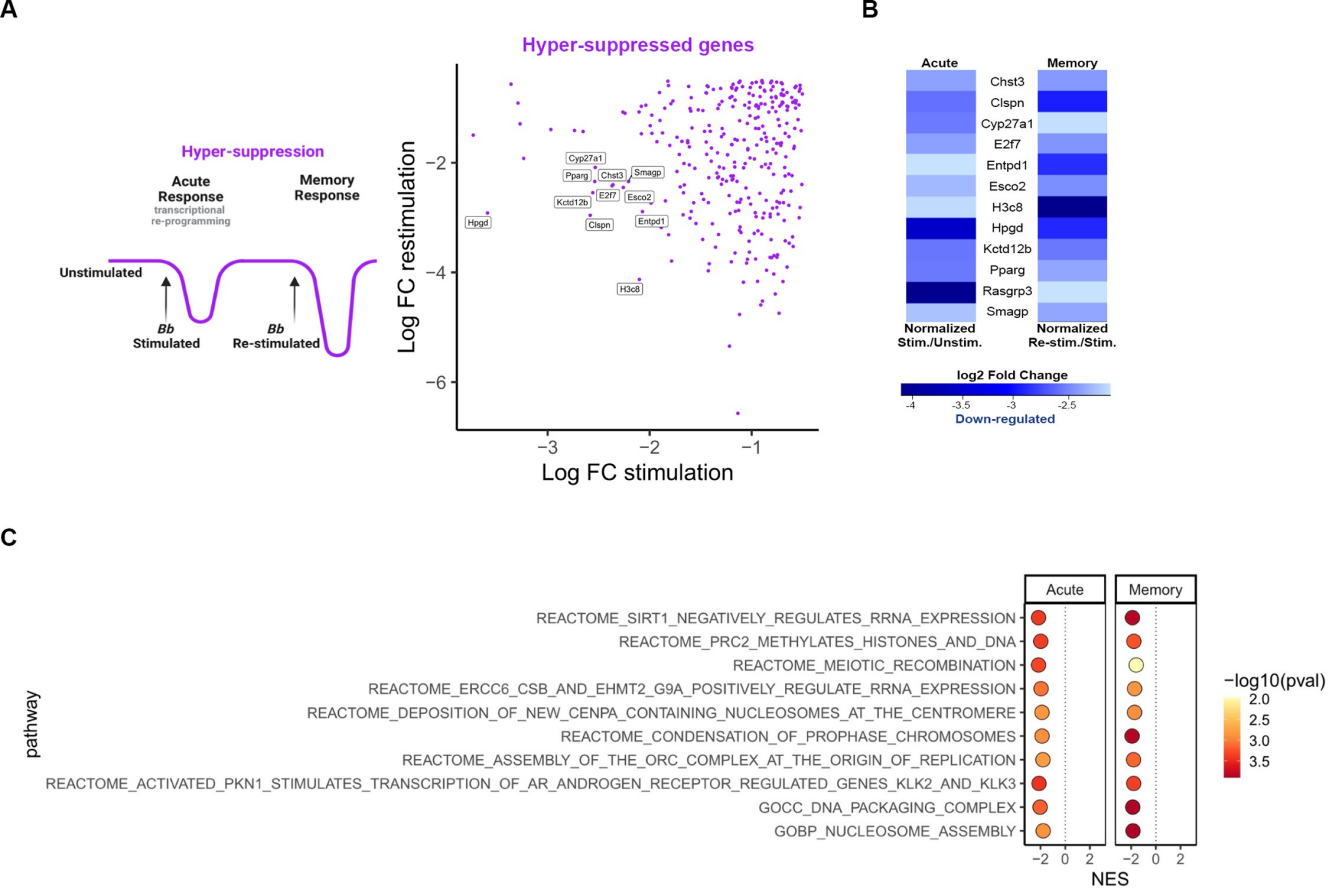
Genes involved in general cell maintenance are down-regulated during infection. **A)** Model of primary (acute) and memory changes in gene expression in Hyper-suppression (drawn with Biorender), accompanied by a scatter plot of Hyper-suppressed genes that were down-regulated in the primary (acute) and down-regulated in memory compared to primary stimulation. Genes of interest are noted. **B)** Heatmap of Hyper-suppressed DEGs of interest in primary (acute) and memory conditions. Blue indicates down-regulation. Intensity is based on log2FC. **C)** Ten of the top hyper-suppressed gene sets from GSEA. Hyper-suppressed gene sets were defined as having a NES <0 for the stimulation and NES <0 for the re-stimulation experiment. All shown gene sets have p-values <0.05 for stimulation and re-stimulation.

### Cellular stress pathways that may mediate long-term immunosuppression are enriched in Hyper-Induction

Trained immunity is used to describe hyper-induction in gene expression during the memory response. Here we identified genes showing hyper-induction upon re-stimulation and may mediate long-term immunosuppression (Fig 5A). 

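The 22 genes read from Fig 5A and 5D were all higher upon stimulation and higher again upon re-stimulation by edgeR, and 21 were by DESeq2, which left out Il10. These genes were drawn by the paper as Hyper-Induced from the same libraries, so this tally is no separate test. Their median log2FC was 2.58 and then 1.21, and 4.58 against unstimulated cells. Naip2 had the smallest rise upon stimulation (log2FC 0.55) and Ly6i the largest upon re-stimulation (4.98). In 2 of the 22 genes, Slamf1 and Ereg, the unstimulated libraries held 0 reads. Slamf1 (chromosome 1, 171767127 to 171801184 of GRCm38) was at least 13.2-fold higher in stimulated and at least 112-fold higher in re-stimulated than in unstimulated cells. Ereg (chromosome 5, 91074622 to 91093646) was at least 12.1-fold and 59.8-fold higher. Csf3 (chromosome 11, 98701263 to 98703629) had 1 read over both unstimulated libraries and 146 and 108 reads upon stimulation, a ratio of 418 (95% counting interval 74.3 to 16600).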

Some anti-inflammatory mediators have been shown to fit this hyper-induced profile, suggesting they are important in limiting inflammation long-term. One such mediator is IL-10, a known negative regulator of inflammation and necessary for driving tolerance to LPS (Fig 5B and 5C) [14]. In addition, the Cxcl5 neutrophil recruiting chemokine, shown to play a role in suppression of sepsis, was identified as having a hyper-induced phenotype (Fig 5B) [32]. 

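Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974 of GRCm38) had 8.15 ± 0.194 CPM (SD, n = 2) in stimulated and 12.9 ± 1.33 CPM (n = 2) in re-stimulated BMDMs, a log2FC of 0.73 (standard error 0.199, padj = 0.00648 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was the smallest re-stimulation rise among the 22 genes of Fig 5A and 5D. The call depended on the test and on the stimulated libraries. DESeq2 gave padj = 0.0509, and without stimulated replicate 1 or 2 edgeR's test gave padj = 0.0737 and 0.0602, while the lowest padj of its alternatives was 0.000194 (without re-stimulated replicate 1). The log2FC was between 0.56 and 0.89 with each library left out.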

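Cxcl5 (chromosome 5, 90759360 to 90761624 of GRCm38) had 10 reads over both unstimulated libraries. Its level was 0.286 ± 0.0163 CPM (SD, n = 2) unstimulated, 9.28 ± 0.398 CPM stimulated and 38.2 ± 1.09 CPM re-stimulated. The log2FC was 5.01 (standard error 0.329, padj = 3.2e-11) and then 2.11 (standard error 0.15, padj = 1.6e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both rises were larger than the spread between replicates and were called under every alternative run.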

We identified a number of different known or possible mediators of inflammation that may play a role in regulating the memory response (Fig 5B and 5C). 

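Ranked by the smaller of their 2 log2FC from edgeR, the first Hyper-Induced genes were Ccr7, Vnn3 and Cfb. Cfb (chromosome 17, 34856374 to 34862518 of GRCm38), a complement factor, rose from 3.29 ± 0.187 to 36.6 ± 5.29 and then 846.7 ± 48.0 CPM (SD, n = 2), a log2FC of 3.51 and then 4.60 (padj = 1.11e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vnn3 (chromosome 10, 23851462 to 23869843) had 0.363 ± 0.198, 5.18 ± 0.984 and 77.9 ± 5.93 CPM (log2FC 3.97 upon re-stimulation, padj = 2.34e-14 from the same test). Ccr7 (chromosome 11, 99144196 to 99155077) had 0 reads in both unstimulated libraries, 0 and 6 reads in the stimulated and 72 and 76 reads in the re-stimulated libraries. Its rise upon stimulation therefore rested on stimulated replicate 2, without which the stimulated group also held 0 reads (padj = 1 from the same test, against 0.0462 with it). That call was also lost with library size only, without a filter, with the replicate block and without unstimulated replicate 1 (padj = 0.128, same test) or 2 (padj = 0.0645, same test), and the lowest padj of its alternatives was 0.00335. DESeq2 gave Ccr7 no padj upon stimulation and did not call its rise upon re-stimulation (padj = 0.0679, against 1.29e-05 from edgeR's test). The interleukin 36 gamma gene of Table 3, Il1f9 (chromosome 2, 24186476 to 24193568), had 0.526 ± 0.0972, 5.09 ± 0.392 and 74.2 ± 5.36 CPM, with a log2FC of 3.31 (padj = 7.13e-08) and 3.93 (padj = 6.39e-15) from the same test. Ifitm1 (chromosome 7, 140967221 to 140969825) had 3.91 ± 2.56, 12.9 ± 1.48 and 28.0 ± 3.33 CPM. Its log2FC upon stimulation, 1.83 (padj = 1.47e-05 from the same test), was 1.17 without unstimulated replicate 1 and 2.64 without unstimulated replicate 2, and 11.6% of its 31-base words occur in another gene.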

Our GSEA analysis of Hyper-Induced genes identified 30 pathways, of which the top 15 pathways were primarily related to detoxification of reactive oxygen species as well as other toxic compounds (Fig 5D). 

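The gene sets of this enrichment were not used here, and a list of 32 targets of the transcription factor Nrf2, which controls many detoxification genes, was fixed beforehand in their place. The paper draws 5 of the 32 in its figures. Their median log2FC was 0.91 upon stimulation (camera adjusted p = 5.76e-08, 21 DEGs higher and 3 lower, or 21 and 4 adjusted over the list alone). It was 0.91 again upon re-stimulation (camera adjusted p = 1.6e-16, 23 higher and 0 lower, or 24 and 1 adjusted over the list alone). Against unstimulated cells the median was 2.09 (camera adjusted p = 3.88e-35), with 27 higher and 0 lower, or 28 and 0 adjusted over the list alone. With fry, the adjusted p of the 3 comparisons was 0.019, 0.00489 and 0.0067. Of the 32 genes, 13 were Hyper-Induced and 2 Secondary Induced. The others included genes that rose only in the first comparison, such as Slc7a11 (log2FC 5.63 and then 0.38, padj = 0.0567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and genes that rose only in the second, such as Gstp1 (-0.07, padj = 0.782, and then 2.22, padj = 4.63e-11, from the same test). These 2 genes are named after their values were seen.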

During long-term infection there is a likely buildup of toxic compounds, and removal is critical for proper cellular function. An example of Hyper-Induced detoxification genes includes *prdx6* (Fig 5C and Table 2), or perioxiredoxin 6, represented in the top GSEA identified pathway, together with *prdx5* and *prdx1*.

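Peroxiredoxins reduce peroxides. Prdx6 (ENSMUSG00000026701, chromosome 1, 161240112 to 161251219 of GRCm38) had 53.1 ± 6.02 CPM (SD, n = 2) in unstimulated, 105.6 ± 5.99 CPM in stimulated and 638.4 ± 34.5 CPM in re-stimulated BMDMs, a log2FC of 1.00 (standard error 0.104, padj = 5.01e-08) and then 2.66 (standard error 0.132, padj = 4.1e-13) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Prdx5 (chromosome 19, 6906697 to 6910106) had 25.6 ± 2.76, 176 ± 25.1 and 424.2 ± 18.3 CPM, with a log2FC of 2.79 and then 1.34 (padj = 3.72e-08 from the same test). Prdx1 (chromosome 4, 116685544 to 116700822) was the most abundant, at 1071 ± 160, 3157 ± 138 and 7450 ± 109 CPM, with a log2FC of 1.58 and then 1.31 (padj = 6.7e-07 from the same test). The other 3 members of the family were not Hyper-Induced. Prdx2 and Prdx3 were not called upon stimulation (log2FC -0.01 and 0.10, padj = 0.954 and 0.567 from the same test) and rose upon re-stimulation (0.45 and 0.68), and Prdx4 fell upon re-stimulation (-0.60, padj = 0.000738 from the same test). With library size only, the stimulation log2FC of Prdx2 was -0.39 and that of Prdx3 was -0.28. Of the 31-base words of Prdx6, 2.34% occur in another gene.

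**Figure D6:**
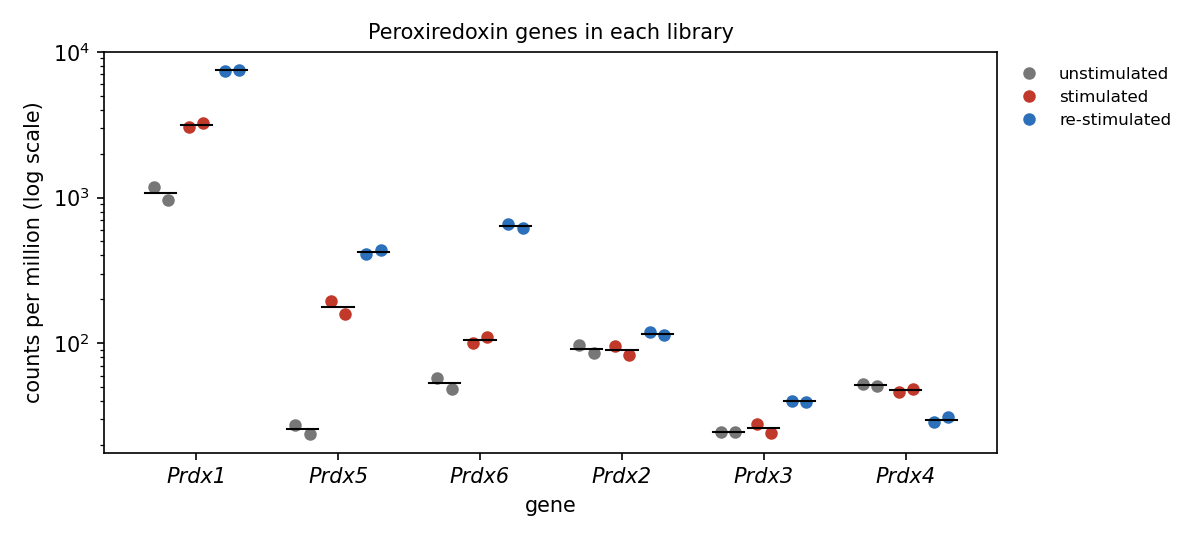
CPM (log scale, y axis) of Prdx1 to Prdx6 in unstimulated, stimulated and re-stimulated BMDMs (x axis). Points are libraries and lines are the means of 2 libraries. Prdx1, Prdx5 and Prdx6 rose in both steps, with Prdx6 reaching a mean of 638.4 CPM upon re-stimulation, also with library size only.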

**Fig 5:**
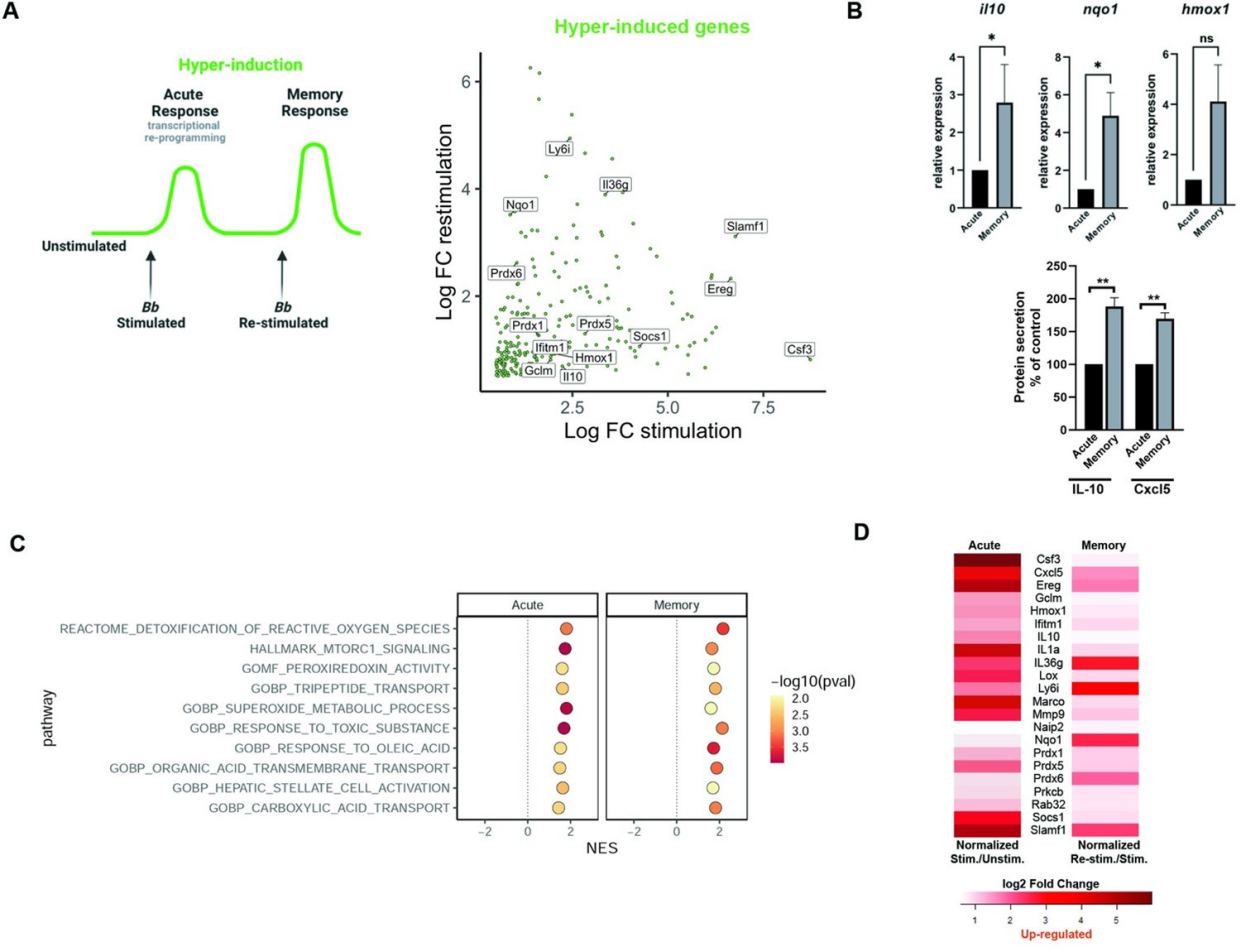
Hyper-induced genes are represented in a number of stress pathways. **A)** Model of primary (acute) and memory changes in gene expression in Hyper-induction (drawn with Biorender), accompanied by a scatter plot of Hyper-induced genes that were up-regulated in the primary (acute) and further up-regulated in memory compared to primary stimulation. Genes of interest are noted. **B)** BMDMs were stimulated with *Bb* (MOI 10) for both primary (acute) and memory timepoints. RNA was collected and gene expression levels of *il10*, *nqo1* and *hmox1* were quantified by RT-qPCR. Expression was normalized to the primary stimulation. Data is from four independent experiments analyzed with Mann-Whitney U test. IL-10 and Cxcl5 were measured by ELISA from supernatants of BMDM stimulated at 6hrs (acute) and 24+6hrs (memory). Stimulated cells (acute) were compared to unstimulated controls. Data is graphed as mean percent change +/- SEM in memory states compared to acute from two independent experiments and analyzed by unpaired T test, *p<0.05, **p<0.01.**C)** Ten of the top hyper-induced gene sets from GSEA. Hyper-induced gene sets are defined as having a NES >0 for the stimulation and re-stimulation experiments. All shown gene sets have p-values <0.05 for both the stimulation and re-stimulation. **D)** Heatmap of Hyper-induced DEGs of interest in primary (acute) and memory conditions. Red indicates up-regulation. Intensity is based on log2FC.

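Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206 of GRCm38), a quinone reductase, had 6.03 ± 1.49 CPM (SD, n = 2) in unstimulated, 10.7 ± 0.356 CPM in stimulated and 119.8 ± 1.22 CPM in re-stimulated libraries. Its rise upon stimulation was small (log2FC 0.81, standard error 0.193, padj = 0.00151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called with library size only (log2FC 0.43, padj = 0.0688, same test), against 0.000133 as the lowest padj of its alternatives. Its log2FC upon re-stimulation was 3.56 (standard error 0.137, padj = 5.76e-15 from the same test) and stayed between 3.45 and 3.71 under all alternatives. Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589), the heme oxygenase gene, had 395.4 ± 82.7, 1561 ± 4.93 and 2913 ± 435 CPM. On the log2 scale its rise was larger at the first stimulation, with a log2FC of 2.00 (standard error 0.114, padj = 3.19e-12), than at re-stimulation, with 0.96 (standard error 0.145, padj = 1.6e-05), both from the same test.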

Of particular interest were genes such as *nqo1* and *hmox1* which appeared repeatedly in the top fifteen Hyper-Induced GSEA pathways related to oxidative stress and detoxification (Table 3). Both genes are anti-oxidant genes regulated by Nrf2, which suppresses inflammatory mediators such as IL-6 and IL1β [33,34]. By qPCR, we confirmed that *nqo1* is a hyper-induced gene and determined that *hmox1* is a re-inducible gene (Fig 5B).

**Table 3:** Hyper-induced genes of interest.

				Stim/Unstim		Restim/Stim	
Gene	Gene Name	Immune related function		Log2fold change	padj	Log2fold change	padj
Ifitm1	Interferon induced transmembrane protein 1	Transmembrane protein that restricts entry by a variety of viruses including SARS-Cov2 [87]		1.77	0.03	1.15	2.40E-06
Nqo1	NAD(P)H Quinone Dehydrogenase 1	Cytoplasmic electron reductase induced via Nrf2 to respond to oxidative stress and suppress inflammation [33,34] Inhibits Ikbz and suppresses TLR mediated cytokine induction [60]		0.87	0.01	3.52	1.16E-107
Prdx6	Peroxiredoxin 6	Peroxidase involved in detoxification of peroxides during oxidative stress [58]		1.05	2.86E-14	2.62	2.35E-180
IL-36g	Interleukin 36 gamma	Can promote wound healing in response to TLR3 [88] Loss of IL36g receptor results in increased IBD inflammation [89]		3.36	1.12E-08	3.89	9.58E-79
Hmox1	Heme oxygenase 1	Cyclooxygenase enzyme induced via Nrf2 to respond to oxidative stress and suppress inflammation [33,34]		2.04	3.08E-62	0.92	6.68E-24

### Acod1 is highly up-regulated in primary infection

After characterizing *Bb* induced primary and memory responses in macrophages, we investigated how the transition from the primary to memory responses occurs over time. Negative regulators of inflammation, such as the anti-inflammatory cytokine IL-10, have been shown to be key in the establishment and maintenance of tolerance [14]. In order to up-regulate genes that are important in long term immunosuppression, many negative regulators are induced during later phases of acute stimulation.

Therefore, we assessed the expression of known negative regulators of innate immune signaling and inflammation upon primary stimulation (Fig 6A). 

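Of the 21 genes read from the volcano plot of Fig 6A, 16 were up-regulated upon stimulation by edgeR and by DESeq2, with a median log2FC of 1.41 over the 21. The other 5 were not. Tnfaip8l2 fell by 1.60 and Foxo3 by 1.72 on the log2 scale, and both were called lower. Atf3, Lrrk2 and Cryab were not called, with a log2FC of 0.25 (padj = 0.0628), 0.10 (padj = 0.642) and -1.22 (padj = 0.305) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Upon re-stimulation, 5 of the 21 genes were higher and 11 lower, with a median log2FC of -0.395.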

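Il10 rose from 1.81 ± 0.17 CPM (SD, n = 2) in unstimulated BMDMs, a log2FC of 2.20 (standard error 0.24, padj = 1.12e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Socs1 (chromosome 16, 10782240 to 10785536 of GRCm38) rose from 2.97 ± 0.318 to 55.2 ± 6.07 CPM, a log2FC of 4.21 (standard error 0.156, padj = 2.08e-15 from the same test), and was at 112.9 ± 21.0 CPM upon re-stimulation. Peli3 (chromosome 19, 4929717 to 4943127), which encodes Pellino 3, went from 6.08 ± 0.968 to 11.0 ± 1.37 CPM (log2FC 0.89, padj = 0.000602 from the same test) and did not change further upon re-stimulation (log2FC 0.15, padj = 0.635 from the same test). The largest rise among the 9 genes of Fig 6B was in Gfi1 (log2FC 7.45).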

*Bb* induced the up-regulation of numerous negative regulators including *il10*, s*ocs-1*, *pellino 3* and others [14,35,36]. 

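Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641 of GRCm38) encodes Nrf2. Its level rose from 416.3 ± 12.7 CPM (SD, n = 2) in unstimulated to 950.6 ± 11.0 CPM in stimulated BMDMs, a log2FC of 1.21 (standard error 0.0936, padj = 5.06e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In re-stimulated BMDMs it was at 414.9 ± 1.38 CPM, a log2FC of -1.13 against stimulated cells (padj = 3.62e-07 from the same test) and 0.05 against unstimulated cells (padj = 0.795 from the same test), which placed the transcript in the Tolerized category. Keap1 (chromosome 9, 21229730 to 21239361), which encodes the adaptor that marks Nrf2 for degradation, had 46.5 ± 9.72, 72.6 ± 3.7 and 52.1 ± 4.55 CPM. Its log2FC upon stimulation was 0.65 (padj = 1e-04 from the same test) and 0.27 with library size only, under which it was not called (padj = 0.056, same test, against 1.12e-09 as the lowest of its alternatives). These are transcript levels and do not measure Nrf2 activity.

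**Figure D7:**
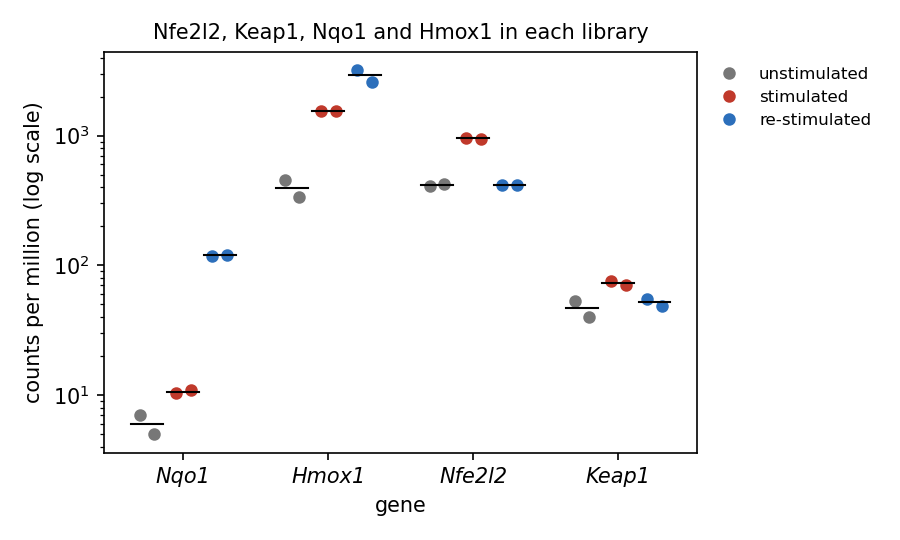
CPM (log scale, y axis) of Nqo1, Hmox1, Nfe2l2 and Keap1 in unstimulated, stimulated and re-stimulated BMDMs (x axis). Points are libraries and lines are the means of 2 libraries. Nfe2l2 was highest in the stimulated libraries, at a mean of 950.6 CPM, also with library size only.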

Among those induced by *Bb* we also identified *nfe2l2* (*nrf2*), which was consistent with the identification of *nqo1* and *hmox1* in the Hyper-Induced gene set (Fig 6A and 6B).

**Fig 6:**
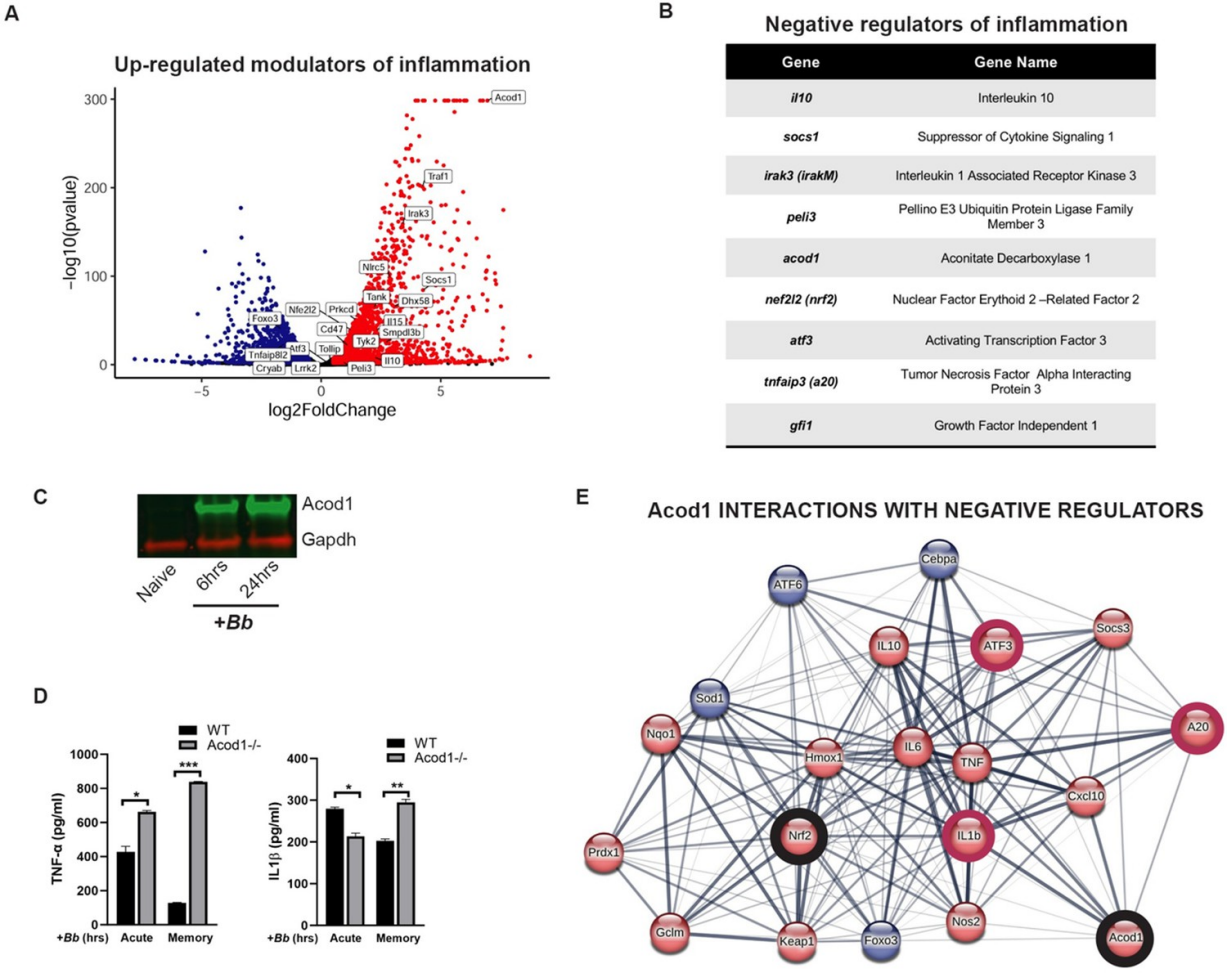
Acod1 is a highly up-regulated modulator of inflammation. **A)** Volcano plot of DEGs in primary stimulation. Described negative regulators of inflammation are noted. **B)** Table of genes with known roles in negative regulation of innate immune responses found in our stimulated data set. **C)** BMDMs were stimulated with *Bb* (MOI 10) for 0, 6 and 24 hours. Cells were collected and protein expression levels of Acod1 were assessed by immunoblot with a Gapdh loading control. Data are representative of two experiments. **D)** BMDM were stimulated for 24 hours or 48 hours (TNFα and IL1β respectively) with *Bb* MOI 100 and 2 hours 5mM ATP. Cells were washed and re-stimulated with *Bb* MOI 10 for 10hrs and 2 hrs 5mM ATP. TNFα and IL1β were measured by ELISA. Graph represents the mean +/-SEM of two independent experiments analyzed by T-test, **p<0.01, ***p<0.001. **E)** Genes from the Ingenuity Pathway Analysis of stimulated genes that identified Acod1 and Nrf2 as upstream regulators were loaded into the STRING interaction network. Red indicates up-regulation, blue indicates down-regulation. Acod1 and Nrf2 are highlighted as well as negative regulators A20 and ATF3 and IL1β as a target gene.

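Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573 of GRCm38) had 1392 and 1007 reads in the 2 unstimulated and 96730 and 80321 reads in the 2 stimulated libraries. In CPM this was 69.2 ± 7.92 (SD, n = 2) and 8225 ± 552 (SD, n = 2), a log2FC of 6.91 (standard error 0.135, padj = 6.59e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave a log2FC of 6.95 and library size only gave 6.53. Among the 21 genes of Fig 6A it had the largest rise, and among the 9 of Fig 6B it came after Gfi1.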

The transcript for *acod1* was among the most highly up-regulated negative regulators identified (log2FC 6.95; p <0.001) (Fig 6A and 6B). Acod1 (Aconitate decarboxylase 1) is an enzyme that converts cis-aconitate to the metabolite itaconate. Itaconate is known to have a variety of immunosuppressive functions including activation of anti-inflammation transcription factors Nrf2 and Atf3 [27,37,38]. 

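In the re-stimulated libraries, Acod1 was at 4661 ± 41.1 CPM (SD, n = 2), below the stimulated libraries (log2FC -0.75, standard error 0.158, padj = 0.000707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and above the unstimulated libraries (log2FC 6.13, standard error 0.17, padj = 1.72e-11 from the same test).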

Our RNAseq data showed a strong induction in *acod1* expression in a primary stimulation which we confirmed at the protein level using anti-Acod1 antibodies (Figs 6C and S2). We show that during *Bb* stimulation, Acod1 production remains up-regulated over time, showing a high level of protein expression as early as 6 and 24 hours. Because the effects of Acod1 on cytokine expression have varied in different studies [38,39], we chose to first establish a time course of cytokine secretion in wild-type versus Acod1 deficient BMDM stimulated with *Bb*. In order to measure IL1β, we stimulated BMDM for 10, 24 and 48 hours with *Bb* MOI 10 and 2 hrs of 5mM ATP. Simultaneously, we measured TNFα and IL6 and found that not only did Acod1 have a differential effect on cytokines but that its effects were also dependent on cytokine kinetics (S3 Fig). Acod1 effects on TNFα were observed at 10hrs post-stimulation, while IL1β showed opposite effects at 10hrs versus 48hrs. IL6 did not show any significant differences between wild-type and Acod1 deficient cells. As a result, we chose to test stimulations (acute) and re-stimulations (memory) at 10hrs and 24+10hrs for TNFα, and 10hrs and 48+10hrs for IL1β (Fig 6D). Both TNFα and IL1β resulted in increased secretion in Acod1 deficient cells compared to wild-type in memory states, suggesting Acod1 plays a role in suppressing inflammation to long term *Bb* stimulation. Using data from our IPA analysis we created a network using the STRING interaction database to visualize the links between Acod1 and other negative regulators such as Nrf2, Atf3 and A20 (Fig 6D), suggesting Acod1 may be a master negative regulator of inflammation.

### Acod1 contributes to the suppression of murine Lyme carditis

Based on our *in vitro* results, we next investigated whether *Acod1* played an appreciable role in Lyme immunopathology in the joints and heart where infected animals show inflammation. To assess the role of Acod1 in Lyme carditis, which peaks at two weeks post infection in wild type mice [40,41], we subcutaneously infected Acod1^-/-^ and C57BL/6NJ WT mice and terminated at two weeks. The bacterial load was measured from either cDNA of heart tissue or from bladder DNA. It has been previously shown that spirochete burden in the bladder are consistent with loads in other tissues including in our study where we did not observe differences in bacterial burdens in the heart (Fig 7E and 7C) [8–10,42–44]. Bacterial burdens of the Acod1^-/-^ mice are unchanged compared to WT two or three weeks post infection, suggesting that the increase in inflammation is not due to increased bacterial burden. Hearts were scored based on leukocyte infiltrate (Fig 7A). Histological analysis of the hearts indicated that Acod1^-/-^ exhibited increased inflammation in comparison to WT mice. Although WT infected mice did exhibit some inflammation in heart tissue, Acod1-/- mice had statistically significant increases in lesion severity compared to WT, exhibiting periarteritis, myocarditis and valvulitis (Fig 7A and 7D). Given these results, we processed whole hearts for RNA to examine which Acod1 target genes are up-regulated in a *Bb* infection and of those which may be contributing to increased inflammation in the Acod1^-/-^ mice. We found that *il1β* was significantly up-regulated in the Acod1^-/-^ compared to their WT counterparts (Fig 7B). To assess if immune cells were responsible for driving the phenotype in *Bb* infected heart tissue, we isolated CD45+ cells and identified a significant up-regulation of *acod1* expression in these cells from *Bb* infected mice compared to controls (Fig 7D).

**Fig 7:**
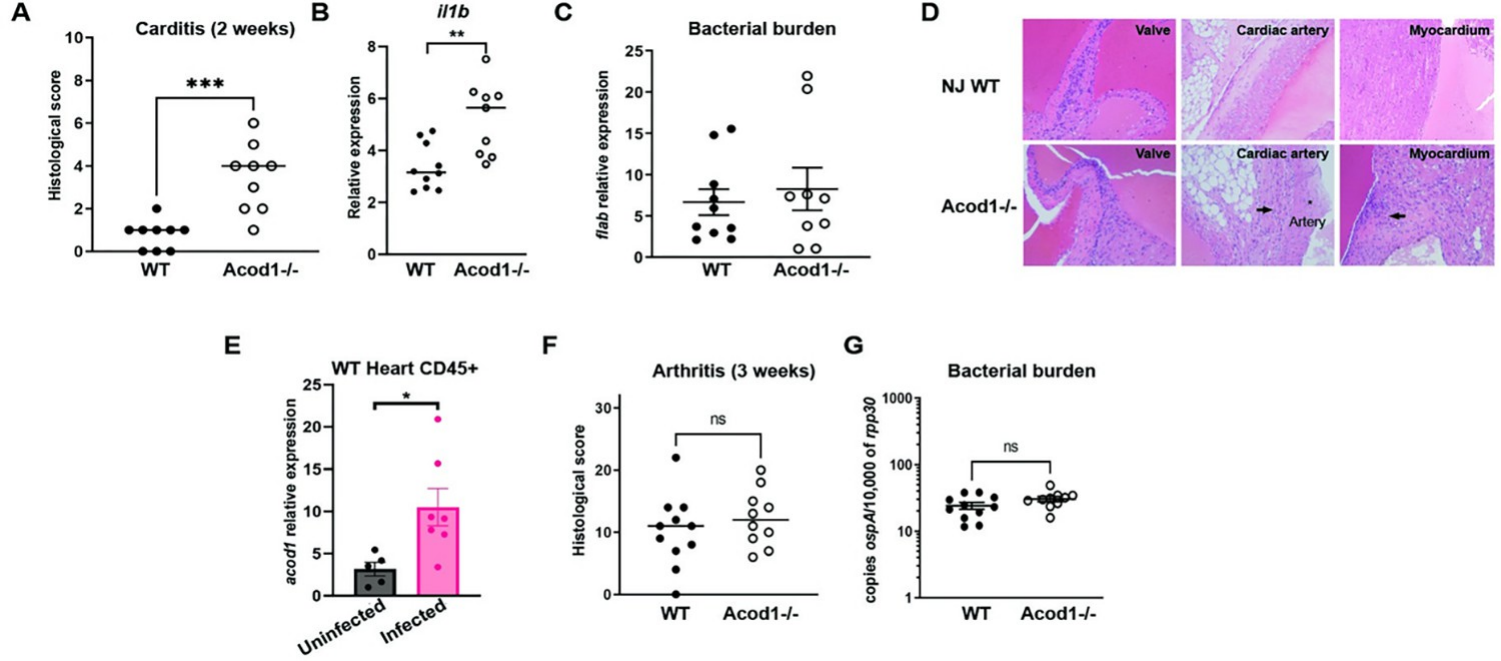
Acod1 is important in the regulation of Lyme carditis *in vivo*. **A)** Two weeks post infection hearts from NJ WT and Acod1^-/-^ mice were sectioned and stained with H&E and scored blindly by a pathology for inflammation using a scale of 0–10. Nine mice from two independent experiments were analyzed with Mann-Whitney Test. **B)** Two weeks post infection hearts from NJ WT and Acod1^-/-^ mice were homogenized in Qiazol and RNA was isolated. Gene expression of *il1β* were normalized to uninfected controls and quantified by qPCR. Three mice were used for the BSK controls and nine-ten mice were used for infection from three independent experiments analyzed by Mann-Whitney U. **C)** Bacterial loads were quantified from heart cDNA, two weeks post infection, by qPCR for bacterial *flab*, normalized to mouse *hprt* and analyzed by Mann Whitney U. **D)** Representative heart H&E stained sections from two week infected NJ WT and Acod1-/- mice are shown for inflammation in the valve, cardiac artery and myocardium. **E)** Two weeks post *Bb* infection or control hearts from NJ WT were homogenized and CD45+ cells isolated using a microbead purification per manufacturer’s instructions. Enriched leukocytes were resuspended in Qiazol and RNA was isolated. Gene expression of *acod1* was quantified by qRT-PCR. 5 mice used for BSK controls and 7 for Bb infected and analyzed by Mann-Whitney U, *p<0.05. **F)** Hind limbs from three week infected mice in two independent experiments were sectioned and stained with H&E and scored blindly by a pathologist for inflammation using a scale of 0–32. Ten-Eleven mice from three independent experiments were analyzed with Mann-Whitney Test. **G)** Bacterial loads were quantified from bladder DNA by ddPCR with bacterial probe OspA and mouse reference probe rpp30 and analyzed by unpaired -test.

We also assessed the presentation of Lyme arthritis in both Acod1^-/-^ and WT mice by collecting joints for histological analysis of arthritis at three weeks post infection and extracted DNA from the bladder for bacterial loads. Acod1^-/-^ mice did not display significantly increased inflammation in the joints or in bacterial burden in comparison to their WT counterparts (Fig 7E and 7F). Together, our data suggests that prolonged *Bb* infection results in induction of Acod1 which is necessary to suppress Lyme carditis, but not arthritis. These data suggest that Acod1 is a regulator of anti-inflammatory responses important in the memory response to *Bb* induced carditis.

## Discussion

*B*. *burgdorferi* establishes a life-long asymptomatic infection in its mouse reservoir host [45,46]. The lack of inflammation despite the presence of bacteria in tissues suggests that the immune system may enter a state of suppression where it is purposefully blinded to the organism. This may benefit both the bacteria and the host in a situation where most of the damage is caused by activation of the immune system. In non-reservoir host inbred mice, the infection causes an inflammatory response during the acute phase of infection, followed by an anti-inflammatory phase and symptom resolution [9,42,47,48]. This is also observed in the natural history of human infection where most people will resolve their acute inflammatory symptoms even without antibiotic treatment. The innate immune system has evolved a series of checks on persistent inflammation in response to repeated exposures to a stimulus. These have been most prominently explored for gut commensal bacteria where prior exposures will alter subsequent cellular responses. A notable difference with *Bb* is that, rather than being contained in the gut, the organism disseminates throughout the body resulting in multiple potential exposures to different parts of the immune system [2]. We hypothesized that resolution of inflammation despite persistent infection is the result of innate immune memory altering responses to the organism and that over time, the immune system treats *Bb* as an “invasive commensal organism”. Our goal was to investigate mechanisms of memory using RNAseq in an *in vitro* tolerance model of *Bb* infection.

We chose a model of repeated stimulation that has been used effectively in endotoxin studies to predict immune responses in sepsis, favoring a shorter length of stimulation for the acute time point, 6hrs versus the 16–20 hrs used for *Bb* in Barriales et al [23]. We observed differences between our study and the Barriales et al. data in the magnitude of differential expression (such as TNFα, IL1β, Ifi205, Socs1, Hoxa1 and others) or the directionality of gene expression between acute and memory states (Cxcl10, Ifit1, Irf7, Cxcl5 and others). Recent studies with LPS indicate that the acute phase of stimulation is shorter than many studies have previously indicated, and that induction of metabolic and epigenetic changes that lead to innate immune memory occur early. By 12–24 hours post LPS stimulation, cellular re-programming is already underway, and cells shift to a tolerant state [19]. Our study adds new information comparing memory states to early acute time points in order to identify early regulators of memory.

In our analysis, we illustrated that pro-inflammatory mediators are Tolerized genes. This is consistent with the attenuation of inflammation after acute infection leading to symptom resolution in animals and humans. Within the Tolerized gene set, we identified a broad initial type I IFN inducible transcriptional induction which then resolved on repeat stimulation, again consistent with previous reports that type I IFNs are required for the induction of murine Lyme arthritis *in vivo* [49–51]. In addition to commonly studied pro-inflammatory mediators we identified other genes of interest in the Tolerized gene set for their less well-known roles in inflammatory responses, such as Gbp5, a guanylate binding protein (GBP). GBPs are dynamin related GTPases which are induced by type I IFNs and pro-inflammatory cytokines [52]. Although described as a trafficking molecule, Gbp5 also seems to have a pro-inflammatory role in activating NLRP3 inflammasome assembly, thus allowing NLRP3 to respond to stimuli [53]. As a pro-inflammatory mediator in response to acute infection, its suppression in memory states is consistent with our other observations.

An additional aspect of our study was the analysis of genes that are suppressed, rather than induced, upon acute stimulation. These categories are often overlooked in other studies. We describe them in two separate groups: Hyper-Suppressed (further down-regulated in memory) and Secondary Induced (up-regulated in memory). Hyper-Suppressed genes fell into pathways describing general cellular mechanisms with no direct links to immunity. The reason for down-regulation of these genes is not clear, but the clustering of multiple genes suggests that it is not random. One possible hypothesis is that while under the stress of pathogen invasion there is an energetic reshuffling within the cell towards pathways important in host defense rather than cellular division and chromosome maintenance. In contrast, many of the SecondaryInduced genes had potential links to immune regulation. For example, the Hoxa1 transcription factor is responsible for increased levels of immunosuppressive molecules such as arginase 1 and the transcription factor STAT3 [31]. This is intriguing, as Hoxa1 and a number of other Secondary Induced genes do respond to microbial stimulus but not at the time or in the manner we would expect. They are not only induced exclusively in memory states, but also, rather than inducing inflammatory signals, seem to be immunosuppressive instead. It is tempting to speculate that the cellular re-programming that occurs during acute infection results in a transcriptional memory that primes immunosuppressive genes which are then ready to curtail inflammation in response to a second infection. Genes in the Secondary Induced category largely have not been explored in the context of long-term microbial infections or innate immune memory and further studies are warranted to understand the role of these novel genes and pathways in repeated stimulations.

Our study offers additional insights into previously described non-tolerized gene subsets, such as those we categorize as Hyper-Induced (up-regulated in primary and further up-regulated in memory responses). We reasoned that this set of differentially expressed genes would likely be mediators of anti-inflammatory long-term maintenance due to their hyper-responsiveness to the initial stimulus. Interestingly, we did not find a strong enrichment of known anti-inflammatory cytokines and mediators, besides IL-10. IL-10 has been shown to mediate the subsequent down-regulation of the TLR4 receptor and phagocytic receptors as well as up-regulation of other negative regulators of TLR signaling, such as the kinase Irak3/IrakM [14,26,54–56]. In the context of *Bb* infection, IL-10 deficient mice exhibit significantly higher arthritis severity compared to wild type [57]. We also identified an enrichment in pathways that participate in toxic substance and reactive oxygen species detoxification. One potential explanation for this may be that they are critical to controlling cellular alarms to continued stimulation by limiting the accumulation of Danger Associated Molecular Patterns (DAMPs) that activate innate immune pathways but also have a dual role in suppressing inflammatory signals directly. However, it is also possible that once specific responses to infection are induced during the acute phase, pathways that are important during long-term infection are less specific and are general stress pathways that mediate a return to homeostasis and reduce inflammation. Importantly, an early induction of these genes may be critical in establishing the appropriate immunosuppressive mechanisms long-term, as suggested by the induction of Hyper-Induced genes in the acute phase of infection. Examples of Hyper-Induced molecules include Cxcl5, a neutrophil chemoattractant that has been shown to limit the development of sepsis. However, an exact mechanism for how Cxcl5 participates in innate immune memory has not been described[32]. Additional examples include Prdx6, a detoxification enzyme which catalyzes the reduction of hydrogen peroxide and organic hydroperoxides to water [58], as well as Prdx1 which negatively regulates NF-kB activity by interfering with the TRAF6 and mitochondrial ECSIT complex. The ECSIT complex isinvolved in the production of mitochondrial reactive oxygen species [59]. The activity of Prdx1 as a negative regulator of inflammation would be consistent with the hypothesis that these genes mediate immunosuppression long-term by remaining up-regulated. In addition to the peroxiredoxin family of *prdx* genes, we found that anti-oxidant genes such as *nqo1* and *hmox1* are also Hyper-Induced. Similarly to Prdx, Nqo1 promotes degradation of IkBz important in the TLR mediated induction of pro-inflammatory cytokines [60]. As such, Nqo1 also negatively regulates inflammatory responses, suggesting that a number of the Hyper-Induced genes are immunosuppressive.

Expanding our search of negative regulators induced upon *Bb* stimulation, we identified *acod1* as very highly induced during primary infection. Acod1 controls the production of itaconate, a metabolite that was first discovered as a negative regulator of oxidative metabolism by inhibiting succinate dehydrogenase [61,62]. In recent years, *acod1* has been shown to be up-regulated in a variety of infection models [63–67]. Itaconate has also been implicated in innate immune memory, both training and tolerance [27,68]. Through itaconate production, Acod1 is thought to induce the transcription factor Nrf2, which directly promotes Nqo1 and Hmox1 anti-oxidant signaling and suppressing pro-inflammatory cytokines like IL-6, IL-12 and IL-1β [27,33,34,37]. These studies provide a link between Acod1/Nrf2 and the subset of anti-oxidant and anti-inflammatory genes we identify in our Hyper-Induced subset. However, Acod1, through itaconate, suppresses inflammation through the activation of other transcription factors such as Atf3 and affects a variety of pathways, including glucose metabolism, which have immunosuppressive effects, specifically affecting only IL1β secretion in some studies and IL6 in others [38,39]. That Acod1 may be an early trigger of suppressive reprogramming of inflammation is consistent with our finding that *acod1* was highly induced by *Bb* in the acute phase, as early as 6 hours post infection. In contrast to LPS stimulation, a time course of *Bb* stimulation revealed an increased level of secretion in Acod1 deficient cells for TNFα and IL1β. In restimulation experiments, *Bb* stimulated Acod1 deficient BMDM showed increased secretion for both IL1β and TNFα, compared to wild-type cells in memory states. Therefore, Acod1 may contribute to the induction of innate immune memory, as an early induced master negative regulator of inflammation.

We show that the immunosuppressive effects of Acod1 were maintained, over time, in a mouse infection model. We identified a role for Acod1 in the resolution of Lyme carditis, showing that Acod1 deficiency leads to amplification of *il1β* expression in the heart and ultimately increased Lyme carditis assessed by histopathology. This inflammatory phenotype was independent of bacterial burden, as we showed no change in bacterial loads in Acod1 deficient mice compared to wild type. This suggests that the increased pathology in the Acod1^-/-^ mice is not a consequence of itaconate’s known anti-microbial mechanism of inhibiting bacterial isocitrate lyase, a conclusion further bolstered by predictive genetic analysis that *Bb* lacks citric acid cycle enzymes [69–71]. It is note-worthy that the immune consequences of an Acod1 deficiency are tissue specific, primarily affecting carditis but not arthritis. Lyme carditis is driven primarily by macrophage infiltration, and therefore itaconate dependent immunosuppression may be specifically mediated by macrophages compared with arthritis which is neutrophil driven [40]. Notably, Dominguez et al., demonstrated that a single nucleotide polymorphism in Acod1 could affect human monocyte IL-6 and TNF tolerance to *Bb* [27].

Our studies highlight the complex interaction between *Bb* and host immunity that evolves over time with repeated exposure. Early inflammation gives way to down-regulation of inflammatory processes through a complex, interconnected network of regulators. We have shown that the effects of repeated exposure *in vitro* on negative regulators of inflammation appear to parallel those seen *in vivo* during infection. The role of many of the genes that are identified as differentially regulated during initial and subsequent exposure remain to be determined and understood. Studies have shown that even individual single nucleotide polymorphisms may significantly affect responses to *Bb* and down-regulation of these responses [72]. By better understanding how responses to *Bb* are down-regulated over time with exposure, we may also better understand what has gone awry in cases where inflammatory responses are not appropriately attenuated, which is postulated to be a potential mechanism for patients who continue to have symptoms after treatment for Lyme disease [3].

## Materials and methods

### Ethics statement

All mice were housed in the Tufts University Animal Facility until use. All experiments were approved by the Tufts Institutional Animal Care and Use Committee (IACUC, Protocol #B2021-84). Euthanasia was performed using CO_2_ asphyxiation followed by cervical dislocation in accordance with guidelines from the American Veterinary Medical Association (AVMA) and was approved by the Tufts IACUC.

### Generation of Bone Marrow Derived Macrophages (BMDMs)

BMDMs were generated as previously described [73]. Briefly, bone marrow cells were flushed from mouse femurs and tibiae with sterile DMEM and cultured on 100 mm x 15 mm plastic petri dishes for 5–7 days in DMEM media supplemented with 30% L929 cell conditioned medium, 20% FBS and 1% penicillin-streptomycin.

### Infection of bone marrow derived macrophage cultures

2x10^6^ BMDM were plated per well in 6 well plates and stimulated. *Bb* were washed three times with DMEM with 10% FBS, counted and resuspended in the same media. Media from BMDMs was removed and replaced with the same media containing *Bb* at an MOI of 10. Cells were harvested by collecting the cell culture supernatant and adding TRIzol (Invitrogen) to the remaining cells for RNA extraction analysis. For Immunoblotting, cells were lysed in RIPA buffer with protease inhibitor cocktail and heat denatured at 95°C in sample buffer.

### RNAseq processing & differential gene expression

Libraries were prepared and sequenced on the Illumina HiSeq platform by Genewiz Inc at a sequencing depth at approximately 25 million reads per-sample. Paired-end RNASeq reads were aligned to the mm10 mouse reference genome using STAR version 2.5.3a [74] and gene expression was summarized using RSEM version 1.3.0 [75]. All differential gene expression analyses were performed with R (version 4.0.2) using DESeq2 version 1.30.1 [76]. Genes with less than 10 reads total across all samples were removed from the analysis. 

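The minimum was applied here to the deposited expected counts over all 6 libraries. The genes DESeq2 then tests are fewer, because its independent filtering sets no adjusted p for low mean counts. When the minimum was instead counted over the 4 libraries of each comparison, DESeq2 1.42.0 called 6184 and 4540 DEGs. This alternative was added after the data were seen. Without any minimum, edgeR called 8096 and 5054 DEGs.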

When comparing experimental conditions, the input model was gene ~ stim where stim was a factor with the two conditions being compared (unstimulated vs. stimulated or stimulated vs. re-stimulated). A Wald test was then used to calculate P values and a false discovery rate (FDR) was computed using the Bejamini-Hochberg method. Genes with an FDR < 0.1 were considered significant. 

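At an adjusted p under 0.1, edgeR's test called 8976 DEGs between stimulated and unstimulated libraries and 6731 between re-stimulated and stimulated libraries. The categories then held 1335 Tolerized, 349 Hyper-Induced, 1235 Secondary Induced and 402 Hyper-Suppressed genes. The results section and the legend of Fig 1 give a cutoff of 0.05, which the values here use.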

All significant DEGs can be found in S1 Table. 

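The copy of S1 Table used here holds the first 1999 of its 30038 rows. Of these, 1974 genes were matched by symbol to the deposited counts, and the log2FC that DESeq2 1.42.0 gave for stimulated compared to unstimulated libraries was within 0.1 of the paper's log2FC for all 1974, with a median absolute difference of 0.0034. The table was not used for any overlap or enrichment, since it is held in part.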

Graphical scatter plots and heat maps were created using R software.

### Gene set enrichment analysis, Ingenuity Pathway Analysis and STRING network

Gene set enrichment analysis (GSEA) was performed using the fgsea package (version 1.16.0) with 10000 permutations for independence. The input gene rankings for all analyses were the Wald-statistic values when comparing conditions, where the gene with the highest Wald statistic was ranked first and the lowest Wald statistic was ranked last. Gene sets tested included those in the HALLMARK, KEGG, GOBP, GOMF and REACTOME libraries. Tolerized gene sets were defined has having a Normalized Enrichment Score (NES) >0 for the stimulation and NES<0 for the re-stimulation. Hyper-induced gene sets were defined as having a NES >0 for both the stimulation and re-stimulation experiments. Secondary induced gene sets were defined as having a NES <0 for the stimulation and NES >0 for the re-stimulation. Hyper-suppressed gene sets were defined as having a NES >0 for the stimulation and re-stimulation experiments. All fgsea results are available in S2 Table. Additional pathway analysis was performed using Ingenuity Pathway Analysis (IPA) with a padj cutoff of <0.1 and a log2FoldChange cutoff of |0.5|. Selected hits from the IPA analysis of “Up-stream regulators” in the Acod1 and Nrf2 pathways were used as an input into the STRING protein-protein interaction network (string-db.org) using the *Mus musculus* database. Lines linking proteins were set to a confidence of 0.150 in an interactive display mode showing query protein names. Node coloring mode enabled to color activated proteins in red and suppressed proteins in blue.

### Mouse and bacterial strains

Acod1 deficient mice (Jackson 029340) and C57BL/6NJ (Jackson), C57BL/6J (Jackson) mice were housed in specific pathogen free rooms according to the Tufts Institutional Animal Care and Use Committee.

An infectious clone of *B*. *burgdorferi* B31 or N40 was used for all stimulations or infections. For *in vitro* experiments, *B*. *burgdorferi* was cultured in Barbour-Stoenner-Kelley (BSK) [71] complete media at 37°C to early stationary phase, and the cell density was determined using a Petroff-Hauser counting chamber. Bacteria were used at a multiplicity of infection (MOI) 10:1 in all experiments. For mouse infections, 1x10^5^ B31 was injected subcutaneously.

### Antibodies and reagents

Samples for Immunoblot were prepared according to Bambouskova et al. [38] Immunoblot studies were performed using the indicated antibodies: anti-Gapdh 1:500 (Santa Cruz, 25778), anti-Actin 1:500 (Cell Signaling), anti-Acod1 (Cell Signaling, 17805) 1:500 and visualized on LICOR.

### RNA isolation and quantitative analysis

To perform qPCR analysis of transcripts, BMDM cells or whole hearts were collected in Qiazol or Trizol RNA was extracted using Qiagen miRNAeasy kit following the manufacturer’s instructions. Contaminating DNA was removed using the Qiagen DNAse free kit. RNA was resuspended in water. cDNA was synthesized from up to 1 μg of RNA measured by spectrophotometer using the ImPromII kit (Promega) following the manufacturer’s instructions. DNA contamination within the RNA template sample was avoided by using primers spanning introns. Cycling parameters for SYBR Green-based reactions were 95°C for 15 minutes, 40 cycles of 95°C for 30 seconds, 60°C for 30 seconds, and 72°C for 30 seconds, followed by 95°C for 1 minute, 55°C for 1 minute. The amount of target, normalized to an endogenous reference (HPRT) and relative to a calibrator, is given by 2− ΔΔCt, where Ct is the cycle number of the detection threshold. Primers sequences are as follows: *hprt* (F: 5’-GTTAAGCAGTACAGCCCCAAA-3’, R: 5’-AGGGCATATCCAACAACAAACTT-3’), [73], *hmox1* (F: 5’-CACTCTGGAGATGACACCTGAG-3’, R: 5’-GTGTTCCTCTGTCAGCATCACC-3’) (origene.com), *nqo1* (F: 5’-AATGGGCCAGTACAATCAGG-3’, R: 5’-CCAGCCCTAAGGATCTCTCC-3’)[77], *il10* (F: 5’-AGAGCTGCGGACTGCCTTCA-3’, R: 5’-AATGCTCCTTGATTTCTGGG-3’) [11], *flab* (F: 5’-TTGCTGATCAAGCTC AATATAACCA-3’, R: 5’-TTGAGACCCTGAAAGTGATGC-3’).

### ELISA

Supernatants were collected from BMDM cultures at 6 hours and 24+6 post stimulation, unless indicated. Cytokines were measured by ELISA using the IL-6 kit, IL12p40 (R&D Systems), TNF-α (R&D Systems) or the Cxcl5 Duo Set kit (R&D Systems) following the manufacturer’s instructions.

### Droplet digital PCR

Mouse bladders were isolated at specific time points post-infection and DNA was extracted using the DNeasy Blood and Tissue Kit (Qiagen). Droplet digital PCR (ddPCR) was used to quantify the ratio of Borrelia ospA to mouse rpp30 using ddPCR Supermix for Probes (no dUTP) (Bio-Rad) with the following primers and probes (5’ ➔ 3’): ospA fwd: ATGTTAGCAGCCTTGACGAG; ospA rev: TCGTACTTGCCGTCTTTGTT; ospA probe: 6-FAM-AGCGTTTCAGTAGATTTGCCTGGTG-Iowa Black FQ; rpp30 fwd: CCAGCTCCGTTTGTGATAGT; rpp30 rev: CAAGGCAGAGATGCCCATAA; rpp30 probe: HEX-CTGTGCACACATGCATTTGAGAGGT-Iowa Black FQ. Oil-for-Probes droplet emersions were generated using the QX200 droplet generator (Bio-Rad). PCRs were run for 10 minutes at 95°C, 40 cycles of 94°C for 30 seconds and 60°C for 1 minute, followed by 10 minutes at 98°C and subsequent cooling to 4°C. Fluorescent reads were calculated using QX200 droplet reader, analyzed using QX Manager Software (Bio-Rad), and reported as a ratio of copies of *Borrelia* ospA per 10,000 copies of mouse rpp30 [78].

### CD45+ cell enrichment from heart tissue

Hearts were perfused with 1xPBS and incubated in 0.9mg/ml of collagenase for 20 minutes. A cell suspension was created by passing heart tissue through a 40 micron cell filter. CD45+ cells were isolated by incubating with CD45 selection microbeads (Miltenyi biotech) in MACS buffer (1xPBS pH 7.2, 0.5% FBS, 2mM EDTA) and passing through an LS column (Miltenyi biotech) per manufacturer’s instructions. After selection, cells were resuspended in Qiazol for RNA isolation.

### Heart and joint histology

Heart and joint were isolated from WT and Acod1^-/-^ mice at specified time points post-infection. Tissues stored in Bouins before being paraffin embedded, sectioned and stained with hematoxylin and eosin (H&E) at the Rodent Histopathology Core at Harvard Medical School. Slides were blindly scored by the Tufts Veterinary Pathologist using the Lyme disease scoring system outlined from Drs. Denise Imai and Kelly Ramsey at University of California at Davis. Joints were scored based on synovitis, tenosynovitis/tendonitis, periarticular fibrosis, synovial proliferation, articular cartilage degeneration or erosion, periosteal remodeling, and effusion/edema severity. Hearts were scored on myocarditis, valvulitis, arteritis, myocardial fibrosis severity.

### Statistical analysis

Data were analyzed using Graphpad Prism software. Differences were considered statistically significant if the P value was less than 0.05. For all figures, * P < 0.05, ** P < 0.01, and *** P < 0.001.

### Graphical models and drawings

All graphical representations were created in Biorender.

## Supporting information

S1 Table Differential gene expression analysis for stimulation vs unstimulated conditions (acute) and re-stimulation vs stimulation conditions (memory). Results include gene name (gene), normalized transcript counts averaged for all samples (baseMean), the log2 fold-change estimate between the conditions being compared (log2FoldChange), standard error of the log2FoldChange estimate (lfcSE), Wald-statistic (stat), *P* value (pvalue), adjusted *P* value (padj), and the comparison performed (contrast).
(XLSX) Click here for additional data file.

S2 Table Gene set enrichment analysis results with each row representing a pathway (pathway), corresponding *P* value (pval), adjusted *P* value (padj), enrichment score (ES), normalized enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), number of genes from the pathway found in our data set (size), leading edge genes that drive the enrichment score (leadingEdge), and comparison performed (contrast). (XLSX) Click here for additional data file.

S1 Fig Principal Component Analysis of RNAseq. Principal component analysis of RNAseq data. Samples are colored by treatment of BMDMs: none (n = 2), stimulation (n = 2), re-stimulation (n = 2).
(TIFF) Click here for additional data file.

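A principal component analysis of the log2 CPM (TMM, prior count 2) of the 500 most variable genes put 67.4% of the variance on the first component and 28.5% on the second. The first component placed the unstimulated libraries at -52.4 and -52.4, the stimulated at 12.8 and 11.7 and the re-stimulated at 38.6 and 41.7. On the second, they were at 12.3 and 8.62, at -35.8 and -33.6, and at 24.7 and 23.7. The 2 libraries of a group lay closer to each other on both components than to any library of another group. The third component held 1.74%.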

S2 Fig Acod1 is induced upon *Bb* stimulation. BMDMs were stimulated with *Bb* (MOI 10) for 0, 6 and 24 hours. Cells were collected and protein expression levels of Acod1 were assessed by immunoblot with β-actin as a loading control.
(TIFF) Click here for additional data file.

S3 Fig Cytokine time-course in *Bb* stimulated Acod1-/- cells. Bone marrow derived macrophage from NJ WT and Acod1 deficient mice were stimulated with *Bb* MOI10 for 10, 24 and 48 hours. Supernatants were collected at each time point and cytokines measured by ELISA. Graphed are two independent experiments and statistical significance assessed by unpaired T test, *p<0.05.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

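Bulk RNA sequencing was done on mouse BMDMs that were unstimulated (n = 2 libraries), stimulated with *Bb* for 6 hours at an MOI of 10 (n = 2), or re-stimulated, with 24 hours of *Bb*, a wash and 6 more hours of *Bb* (n = 2). The authors depleted ribosomal RNA, sequenced read pairs on an Illumina HiSeq, aligned them with STAR to mm10 and counted them per gene with RSEM. The deposited expected counts per gene, which the authors made with RSEM, are not normalized. Each library was assigned to its condition and replicate by its label. A count matrix of the whole series held the same values in its 6 columns. The release of the gene annotation and the strandedness of the libraries are not named in the paper's text. Of the 55416 genes in the files, 52083 matched an identifier of GENCODE mouse release 21 and were given its symbol, 3333 did not, and 135 symbols were duplicated, so genes were joined by identifier.

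The libraries held between 11607841 and 19487215 reads counted on genes. The 10 genes with the most reads took between 11.7% and 14.8% of a library. Intervals and limits for low counts cover counting error only. A group with 0 reads was treated as having at most 3 reads over its 2 libraries, and a ratio to such a group is given as at least that size. For a group with 1 to 3 reads, the ratio is given with an exact 0.95 binomial interval on the counts.

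Expected counts were rounded to whole numbers, genes with fewer than 10 reads over the 6 libraries were removed, and libraries were scaled with TMM. The 3 comparisons (stimulated with unstimulated, re-stimulated with stimulated, re-stimulated with unstimulated) were each fitted on their own 4 libraries in edgeR 4.0.16 under R 4.3.3, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 for DEGs. Categories used the definitions drawn in Fig 1B and 1C, with a log2FC beyond 0.5 in size and a padj under 0.05 in both comparisons. The re-stimulated and unstimulated libraries were compared to place each category against the unstimulated level, which the paper does not report.

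Before the data were examined, 5 gene lists were written down (interferon-induced genes, Nrf2 targets, fatty acid oxidation, cell cycle and replication-dependent histones), and each was tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 15 tests. Lists of neutrophil granule genes and of lymphocyte genes were written after the data were seen. The gene set collections and the knowledge base of the paper were not used here, so its GSEA and Ingenuity Pathway Analysis were not recomputed.

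The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, scaling by library size only, edgeR's filterByExpr, no filter, all 6 libraries in 1 fit, the replicate number as a block, the count matrix of the whole series, leaving out each library in turn, an adjusted p of 0.1, a log2FC cutoff of 1, the stimulated libraries used separately in the 2 comparisons, a log2FC under 0.5 as the text prints for 2 categories, and for lists fry and fgsea 1.28.0 on DESeq2 with 10000 permutations. DESeq2 with a minimum of 10 reads in the libraries compared was added after the data were seen. Where a library was left out, the lone library of its group was assumed to vary like the other group.

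Genes were named by a rule written before the data were examined, at a time when the values in the paper's tables had been seen. The rule covers each gene that the results text or Tables 1 to 3 name and, as tallies, the genes drawn in Figs 2A, 2D, 3A, 3B, 4A, 4B, 5A, 5D, 6A and 6B and the members of the 5 lists. It adds for each comparison the 3 largest rises and the 3 largest falls among DEGs whose 2 groups do not overlap in CPM, and for each category the 3 genes with the largest value of the smaller of their 2 absolute log2FC. It also covers Ifnb1, the interferon alpha genes, Mt1, Mt2, Prdx1 to Prdx6, Acod1, Atf3, Keap1, Xist, Kdm5d, Uty, Ddx3y, Eif2s3y, Pagr1b, and genes overlapping Pagr1a or Gm28539. Other genes, such as Fam177a, Apol7c, Ighm, Ighg2b, Tmx2 and the granule genes, were chosen after their values were seen. A gene that the rule covers is not reported here.

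The share of a gene's sequence found in other genes was counted as 31-base words of its annotated transcripts in GRCm38. Overlaps of category genes with other tested genes were taken on the same strand with GenomicRanges 1.54.1. The genes named for overlapping Pagr1a or Gm28539 include genes on the opposite strand, such as Mrpl40. The procedure was tested on simulated data with known changes, in 10 simulations of 200 changed genes per comparison, and on 20 simulations of unchanged groups. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.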

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

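All tests in this part were chosen after the result was seen. The 4 genes below are not discussed in the paper. Each had reads in both libraries of 1 group and 0 reads in both libraries of the group it was compared with. Gm8221 (chromosome 15, 77621834 to 77626637 of GRCm38), a pseudogene, was at 1.98 ± 0.73 CPM (SD, n = 2) in stimulated libraries, with 43 reads over both, at least 23.6-fold higher than in unstimulated libraries. Trdc (chromosome 14, 54142851 to 54148868), a constant segment of the T cell receptor delta chain, was at 3.83 ± 0.12 CPM (SD, n = 2) in re-stimulated libraries, with 129 reads, at least 27.4-fold higher than in stimulated libraries. Ighg2c (chromosome 12, 113285325 to 113288932), an immunoglobulin constant segment, was at 2.05 ± 0.22 CPM (SD, n = 2) in re-stimulated libraries, with 69 reads, at least 14.7-fold higher than in stimulated libraries. Ccr7 (chromosome 11), a chemokine receptor, was at 4.4 ± 0.035 CPM (SD, n = 2) in re-stimulated libraries, with 148 reads, at least 51.8-fold higher than in unstimulated libraries. The limit of 3 reads over the group was 0.085 CPM for the unstimulated and 0.14 CPM for the stimulated libraries.

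For a difference in depth between groups, the reads that the control libraries would have held at the same CPM were computed. These were 70.7 for Gm8221, 82.3 for Trdc, 44 for Ighg2c and 155 for Ccr7, where 0 were counted. The depth of the control libraries alone therefore does not account for the 0 reads. The 4 genes were picked among the largest rises, on values already scaled for depth. These numbers restate the fold limits above and are no separate test.

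Reads shared with near-identical genes were tested by the 31-base words of each gene that occur in another gene. They were 1.17% for Trdc and 0% for Ccr7, which argues against shared reads for these 2 genes. For Gm8221 they were 65%, with 47.3% in Apol7c, which had 2 and 1 reads in unstimulated and 176 and 147 in stimulated libraries. Part of the reads of Gm8221 could therefore come from Apol7c, and for Gm8221 the 2 sources cannot be told apart from counts per gene. For Ighg2c the share was 15%, with 14.4% in Ighg2b. Ighg2b had 5 and 1 reads in re-stimulated libraries, and Ighg1 and Ighg3, which also share words with Ighg2c, had 0 in all 6 libraries, against 36 and 33 for Ighg2c. This argues against shared reads as the source of the whole level of Ighg2c.

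Lymphocytes in the re-stimulated cultures were tested as a candidate source of Trdc and Ighg2c with a list of 12 lymphocyte genes. The list had 4 reads in the re-stimulated libraries, 3 of Jchain and 1 of Cd3d, against 129 for Trdc and 69 for Ighg2c, and 11 reads in the unstimulated libraries. This argues against lymphocytes as the source. Ighm had 325 and 216 reads in unstimulated, 57 and 48 in stimulated, and 9 and 11 in re-stimulated libraries. A response of the macrophages to re-stimulation stays open for Trdc, Ighg2c and Ccr7 and was not tested. GC content and a strain variant were not tested either. The re-stimulated libraries may also have had more time in culture, which the paper does not state. No library is labelled as a matched control for it.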

How the results depend on the processing

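The alternative that uses DESeq2 with at least 10 reads in the libraries compared was chosen after the result was seen, and the other alternatives in this part were not. Over the counts of DEGs and category genes and the list medians, 360 values kept their direction and their side of the threshold, or for counts stayed within 1.5 times, while 16 counts moved further and 3 list medians passed the threshold. None of them reversed. The count matrix of the whole series holds the same values, so its results could only be counted as kept. The DEGs were between 6128 and 9509 for stimulated with unstimulated, between 4515 and 6795 for re-stimulated with stimulated, and between 5460 and 7545 for re-stimulated with unstimulated libraries.

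With a log2FC cutoff of 1, there were 646 Tolerized, 149 Hyper-Induced, 382 Secondary Induced and 157 Hyper-Suppressed genes, since fewer genes pass a stricter cutoff. With a log2FC under 0.5 as the text prints, 995 genes were Hyper-Suppressed, since the definition is wider. No other alternative moved the Tolerized, Hyper-Induced or Hyper-Suppressed count by more than 1.5 times.

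The Secondary Induced count was the least stable. It was 547 with DESeq2 and 547 with DESeq2 and at least 10 reads in the libraries compared, and all of the 547 genes of the first were among the 1004. With library size only it was 1991, of which 997 were among the 1004. Leave-one-out counts were between 575 and 1201. Without stimulated replicate 1 there were 575, of which 525 were among the 1004, and without stimulated replicate 2 there were 656, of which 591 were. With the stimulated libraries used separately in the 2 comparisons there were 542 and 540, where each comparison has 1 stimulated library. The cause of the difference between edgeR and DESeq2 was not tested.

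Against the unstimulated level, 183 genes of the Tolerized category were below it without a filter. Of Secondary Induced genes, 38 of 547 were above the unstimulated level with DESeq2, 39 of 547 with DESeq2 and at least 10 reads in the libraries compared, and 173 of 1991 with library size only. The cause was not tested, apart from the size of the category itself, which changes with these settings.

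The fatty acid oxidation list passed the threshold in the comparison of stimulated with unstimulated libraries with library size only (median -0.724, camera adjusted p = 0.0148) and without unstimulated replicate 1 (camera adjusted p = 0.034), with leave-one-out medians between -0.375 and -0.294. In the comparison of re-stimulated with stimulated libraries it passed with library size only (median 0.299, camera adjusted p = 0.0189). Scaling by library size only moves the median of all genes in the same directions. The interferon, Nrf2, cell cycle and histone lists kept their direction and stayed past the threshold under all alternatives run.

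For the 66 genes named by rule, 2331 of 2507 values in 198 gene comparisons kept their direction and side of the threshold, 81 were no longer called, 35 became called, 59 changed sign without being called and 1 reversed. The kept values include those of the identical count matrix. Genes to which DESeq2 gave no adjusted p were left out rather than counted as lost. The reversed value was that of Xist between re-stimulated and stimulated libraries without re-stimulated replicate 1, -0.596 (padj = 0.0353 from edgeR's quasi-likelihood test), where all libraries gave 0.02 (padj = 0.966) and leave-one-out values lay between -0.596 and 0.46. The cause was not tested.

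A replicate block was fitted, although the labels link the libraries of the 3 groups by number only. Whether libraries with the same number were paired is not stated and stays open. It gave 8084, 6136 and 7437 DEGs and 1079 Secondary Induced genes. The log2 differences between replicate 1 and 2, over 10525 genes, had a correlation across genes of 0.16 between unstimulated and stimulated, 0.27 between unstimulated and re-stimulated and 0.048 between stimulated and re-stimulated groups.

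The depth limits low counts most. In simulated data with 200 changed genes, edgeR called 56.8%, 56.4% and 57.3% of them in the 3 comparisons, and 76.1%, 73.9% and 74.7% of those with a mean of at least 10 reads. Unchanged genes were 9.9%, 8.4% and 11% of edgeR's calls and 5.3%, 4.6% and 6.7% of DESeq2's, so for edgeR the share of unchanged genes was above the threshold of 0.05 in these simulations. Far fewer genes were changed there than the 7963, 5601 and 6493 DEGs of the 3 comparisons. The simulated shares therefore do not tell how many of those DEGs are false or how many changes were missed. DESeq2 called 53%, 53.4% and 54.8% of the changed genes. Genes for which DESeq2 sets no adjusted p have no value under it.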

Differences from the paper's values

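The paper's number of Secondary Induced genes is 547, and the value here is 1004. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's value with DESeq2 (547), a log2FC cutoff of 1 (382), without stimulated replicate 1 (575), without stimulated replicate 2 (656) and with the stimulated libraries used separately (542 and 540). It was not with DESeq2's size factors in edgeR (881), library size only (1991), filterByExpr (991), no filter (982), all 6 libraries in 1 fit (970), the replicate block (1079), the count matrix of the whole series (1004), without unstimulated replicate 1 (931) or 2 (962), without re-stimulated replicate 1 (1201) or 2 (963), an adjusted p of 0.1 (1235) and a log2FC under 0.5 as the text prints (1177). DESeq2 with at least 10 reads in the libraries compared, which was chosen after the values were seen, also gave 547. The paper's methods name DESeq2.

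The paper groups il12 with the genes of the tolerance category and does not name the subunit in that sentence. Its own marker is p40, which Fig 2B measures as protein and whose gene, Il12b, Fig 2A draws. Il12b was Tolerized here as in the paper, with a log2FC of 8.39 upon stimulation and -3.76 upon re-stimulation, as were the other mediators that the sentence names, Tnf, Il6, Il1b and Cxcl10. The gene of the other subunit, Il12a, was Hyper-Induced, with a log2FC of 6.03 and then 2.43.

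The title of Fig 6A calls the labelled genes up-regulated, and 16 of the 21 were called higher upon stimulation. Tnfaip8l2 (log2FC -1.60) and Foxo3 (-1.72) were lower, as they are drawn in the figure, and Atf3 (0.25), Lrrk2 (0.10) and Cryab (-1.22) were not called. Of the 9 genes of Fig 6B, 8 were called higher and Atf3 was not (padj = 0.0628 from edgeR's quasi-likelihood test). Atf3 was called higher with DESeq2's size factors in edgeR (padj = 0.0267), filterByExpr (padj = 0.0337), no filter (padj = 0.0365), the replicate block (padj = 0.0256), without unstimulated replicate 1 (padj = 0.0197) and without stimulated replicate 2 (padj = 0.00138). It was not called with DESeq2 (padj = 0.0523), and its log2FC was -0.129 with library size only.

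The paper states approximately 25 M reads per sample, and between 11.6 and 19.5 M reads were counted on genes. Reads sequenced and reads counted on genes are different measures.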

Other observations

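The tests in this part on the summed reads of Pagr1a and its overlapping genes, on the shared stimulated libraries and on the scaling of the cell cycle and histone lists were set beforehand. All other tests in this part were chosen after the result was seen. This includes the 2 sums for Gm28539 and both tests of genes whose reads lie in 1 library, which replaced a first count after its outcome was known.

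Pagr1a fell from 195 and 133 to 2 and 1 reads upon stimulation, and Gm42742, which overlaps it on the same strand, rose from 11 and 0 to 65 and 79. If reads had only moved between these genes in RSEM, their sum would not change. The summed reads of Pagr1a, Pagr1b and Gm42742 had a log2FC of -0.397 (standard error 0.18, padj = 0.086 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pagr1b had 3 and 0 reads in unstimulated, 9 and 0 in stimulated, and 0 in both re-stimulated libraries. The sum of Pagr1a and Gm42742 alone had a log2FC of -0.469 (padj = 0.052 from the same test), and with Prrt2, in which 62.9% of the words of Gm42742 occur, the sum of 4 genes had -0.41 (padj = 0.0546 from the same test). None of the 3 sums was called, but all were lower and near the threshold, so a smaller fall of the whole locus stays open. The gain of Gm42742 is consistent with a division of the same reads between overlapping genes for the larger part of the fall, so the Secondary Induced pattern of Pagr1a may reflect a change between transcripts of the locus. A change of transcript in the cells and a different division by RSEM give the same counts per gene.

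Gm28539 had 0 reads in stimulated libraries. The sum with 2510002D24Rik had a log2FC of -2.76 (standard error 0.35, padj = 1.17e-06 from the same test). After that result was seen, Hira was added, in which 92.3% of the 31-base words of Gm28539 occur, and the sum had a log2FC of -0.495 (standard error 0.12, padj = 0.00168 from the same test). Both sums were called lower, and Hira itself did not gain reads (log2FC -0.22, padj = 0.178 from the same test), which moved reads alone would not give and which argues against them as the whole cause. The second sum fell by little more than the sums at Pagr1a, and the 2 loci differ in that the partner gained reads at Pagr1a only. Upon re-stimulation the first sum rose (log2FC 2.76, padj = 1.27e-05 from the same test). The second sum, with Hira, was not called upon re-stimulation (log2FC 0.251, padj = 0.184 from the same test) and so was in no category. Hira holds most reads of this sum, so a fall of its own transcripts could lower the sum and hide moved reads, and moved reads stay open as part of the cause. Mrpl40, which lies in the same span, was not called (log2FC -0.18, padj = 0.401 from the same test). With 98.2% of its words shared, the count of Gm28539 is uncertain.

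1700047I17Rik2 rose in stimulated libraries and had 0 reads in re-stimulated libraries, and all of its words occur in Fam177a. The sum of both had a log2FC of -0.954 (standard error 0.12, padj = 1.72e-06 from the same test) upon re-stimulation, from 234 ± 25.9 to 115 ± 3.06 CPM (SD), while Fam177a alone had -0.392. This argues against moved reads as the whole cause of the fall. Among all category genes, 4 had an overlapping partner on the same strand that moved the opposite way in both comparisons, Gm28635, Tmx2, Pagr1a and Gm42742. With the reads of both partners summed, 3 of them left their category and Tmx2 stayed. How far reads moved between overlapping genes explains these 4 cannot be told apart, since they were chosen for the pattern.

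Tolerized and Secondary Induced genes outnumbered Hyper-Induced and Hyper-Suppressed genes. The shared stimulated libraries could give such an excess by chance. In simulations of unchanged groups, at most 3 genes were Tolerized or Secondary Induced. This argues against chance in the shared stimulated libraries as the source of the 1249 genes and of all the 1004 genes. With the stimulated libraries used separately, the Tolerized count stayed within 1.5 times and the Secondary Induced count fell further. Each comparison then has 1 stimulated library, so that fall cannot be assigned to the sharing. How much of the Secondary Induced count rests on the shared libraries stays open.

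The fall of cell cycle and histone genes upon re-stimulation could follow from scaling. The median nearest 0 under library size only or DESeq2 size factors was -2.13 for cell cycle and -1.63 for histone genes, which argues against scaling as the cause. A lower rate of division is a hypothesis that the design does not separate from a longer culture. Whether the re-stimulated cells had a longer culture is not stated.

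Granule genes moved apart between stimulated and re-stimulated libraries. S100a8 (log2FC 2.28), Lcn2 (4.70) and Camp (1.44) rose, while S100a9 (-3.79), Ngp and Ltf fell, with 1 and 0 re-stimulated reads for Ltf. A loss of granulocyte precursors would lower them together only if no other cells expressed them. Of 13 neutrophil granule genes tested from a list of 19, 5 were called higher (Mmp8, Mmp9, Lcn2, Camp, S100a8), 4 lower (Ngp, Ltf, Chil3, S100a9) and 4 were not called. A loss alone would not give the rises. Counts per gene do not tell in which cells a gene rose, so a loss stays open for the genes that fell. The smallest absolute log2FC of the 6 genes named first, under TMM, library size only, DESeq2's size factors and DESeq2, was 1.4, which argues against scaling. A response to *Bb* in part of these genes stays open as a hypothesis. Apart from these genes, Ankle1 (chromosome 8, 71406010 to 71409904), among the largest falls against unstimulated cells, had 46 and 38 reads in unstimulated, 1 and 1 in stimulated and 0 in re-stimulated libraries, a re-stimulated level at least 26.7-fold lower than unstimulated.

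For 8 Tolerized genes, 1 library of a group had 10 or more reads and the other 0, and 4 of the 20 largest Tolerized genes were of this kind. Without that library, 3 of the 8 left the category (Pgk1-rs7, Gm20547 and Gm28635) and 5 stayed (Itgb2l, 1700047I17Rik2, Gm18853, Gm18852 and Gm42742). In those 5 genes the library left out held the reads of the lower group, so leaving it out only enlarges the change, and the count does not test whether 1 library of a group decides the call. For the 3 genes with reads in 1 stimulated library alone, the lowest DESeq2 adjusted p upon stimulation was 0.262, so their edgeR calls are consistent with 1 library deciding them. Their stimulated levels were at least 18.1-fold (Gm28635), 11.5-fold (Pgk1-rs7) and 8.23-fold (Gm20547) higher than unstimulated. Between 97% and 100% of their words occur in other genes.

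Re-stimulated and stimulated libraries differ in the first contact with *Bb*. The paper does not state whether they also differ by 24 hours in culture or in the wash. Of the 6 libraries, 0 were labelled as kept for the first 24 hours without *Bb* and then stimulated. The effects of first contact and of any difference in the wash or in culture time therefore cannot be told apart in any comparison with the re-stimulated libraries. No library is labelled as taken between the wash and the second contact. What the second contact changed therefore cannot be told from what the first 24 hours left.

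Nfe2l2 was back near its unstimulated level in re-stimulated libraries while Nrf2 targets rose further. Scaling as the cause was tested under library size only and DESeq2 size factors. The log2FC of Nfe2l2 upon re-stimulation nearest 0 was -0.971, and the median of the Nrf2 targets nearest 0 was 0.876, which argues against scaling. Control of Nrf2 after transcription is a hypothesis that transcript counts do not test.

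Transcripts of Y chromosome genes and of Xist were both present. In the unstimulated libraries, Kdm5d had 808 and 507 reads, Uty 825 and 652, Ddx3y 1158 and 962, Eif2s3y 725 and 551, and Xist 381 and 122. Upon stimulation, Ddx3y and Eif2s3y were called higher, with a log2FC of 0.55 and 0.57 (padj = 0.000915 and 0.000472 from the same test). Kdm5d, Uty and Xist were not called, with a log2FC of -0.02, -0.15 and -0.30 (padj = 0.903, 0.476 and 0.336 from the same test). With library size only, Ddx3y and Eif2s3y were not called (log2FC 0.17 and 0.19, padj = 0.221 and 0.177 from the same test), and Kdm5d, Uty and Xist were called lower (log2FC -0.40, -0.52 and -0.68, padj = 0.00331, 0.0029 and 0.0125 from the same test). Without 1 library at a time, the log2FC ranged from 0.324 to 0.792 for Ddx3y, with the lowest value without unstimulated replicate 1, from -0.422 to 0.12 for Uty and from -0.641 to 0.267 for Xist.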
